# A cyclic pyrrole-imidazole polyamide reduces pathogenic RNA in CAG/CTG triplet repeat neurological disease models

**DOI:** 10.1172/JCI164792

**Published:** 2023-11-15

**Authors:** Susumu Ikenoshita, Kazuya Matsuo, Yasushi Yabuki, Kosuke Kawakubo, Sefan Asamitsu, Karin Hori, Shingo Usuki, Yuki Hirose, Toshikazu Bando, Kimi Araki, Mitsuharu Ueda, Hiroshi Sugiyama, Norifumi Shioda

**Keywords:** Neuroscience, Therapeutics, Genetic diseases, Noncoding RNAs, Transcription

## Abstract

Expansion of CAG and CTG (CWG) triplet repeats causes several inherited neurological diseases. The CWG repeat diseases are thought to involve complex pathogenic mechanisms through expanded CWG repeat–derived RNAs in a noncoding region and polypeptides in a coding region, respectively. However, an effective therapeutic approach has not been established for the CWG repeat diseases. Here, we show that a CWG repeat DNA–targeting compound, cyclic pyrrole–imidazole polyamide (CWG-cPIP), suppressed the pathogenesis of coding and noncoding CWG repeat diseases. CWG-cPIP bound to the hairpin form of mismatched CWG DNA, interfering with transcription elongation by RNA polymerase through a preferential activity toward repeat-expanded DNA. We found that CWG-cPIP selectively inhibited pathogenic mRNA transcripts from expanded CWG repeats, reducing CUG RNA foci and polyglutamine accumulation in cells from patients with myotonic dystrophy type 1 (DM1) and Huntington’s disease (HD). Treatment with CWG-cPIP ameliorated behavioral deficits in adeno-associated virus–mediated CWG repeat–expressing mice and in a genetic mouse model of HD, without cytotoxicity or off-target effects. Together, we present a candidate compound that targets expanded CWG repeat DNA independently of its genomic location and reduces both pathogenic RNA and protein levels. CWG-cPIP may be used for the treatment of CWG repeat diseases and improvement of clinical outcomes.

## Introduction

Short tandem repeats (STRs), also known as microsatellites, are polymorphic repeat sequences with 1–6 bp motifs scattered throughout the human genome (1). STRs are highly unstable in a repeat length–dependent manner, and the expansion of repeat length across generations results in diseases that primarily affect the central nervous system (2, 3). In particular, the expansion of CAG and CTG (CWG) triplet repeats cause many neurological diseases. These repeats can be classified into the following 2 types according to their genomic location: (a) CAG repeat expansion in coding regions; for example, in Huntington’s disease (HD); spinocerebellar ataxia (SCA) types 1, 2, 3, 6, 7, and 17; spinal and bulbar muscular atrophy; and dentatorubral pallidoluysian atrophy and (b) CTG repeat expansion in noncoding regions, especially the 3′-UTRs; for example, in myotonic dystrophy type 1 (DM1) and SCA8 (2–5). While CAG repeat diseases in coding regions typically change the repeat tract size by 10 or fewer units per generation, CTG repeat diseases in noncoding regions increase by 100 to 10,000 units per generation (6, 7).

The mechanisms by which expanded CAG repeats in coding genes contribute to disease pathogenesis have been extensively discussed at DNA, RNA, and polyglutamine (polyQ) levels. Translated polyQ tracts form amyloid cores, initiating protein misfolding and aggregation that ultimately leads to neurodegeneration (8, 9). As causative genes with CAG repeat expansion have no sequence homology or functional similarity (2), expanded polyQ tracts are implicated as causal factors in CAG repeat diseases of coding regions. At the RNA level, the interruption of penultimate CAA within the glutamine-encoding sequence is closely linked to the timing of HD onset, and the mutation with loss of the CAA codon accelerates the onset, regardless of the polyQ tract length (10–12). In addition, the CAA interruption thermodynamically destabilizes the hairpin-structured RNA transcripts from the CAG tract in SCA1 and SCA2 (13), suggesting a link between RNA secondary structures and the pathogenesis of polyQ diseases. At the DNA level, some genes involved in DNA maintenance, such as *MLH1* and *PMS2*, are implicated as rate determinants for the onset of HD by modifying the somatic expansion of CAG repeat DNA (11, 14).

CTG repeat expansion diseases in noncoding regions are mainly driven by RNA toxicity (5). DM1 is caused by a CTG repeat expansion in the 3′-UTR of *DMPK* and is the most common neuromuscular disorder (15–17). DM1 (OMIM #160900) is characterized by myotonia, muscle weakness, and cognitive dysfunction. CUG RNA transcribed from the expanded CTG repeats adopts a highly stable mismatched hairpin structure that forms nuclear RNA foci (18–20). Although the toxic mechanism of nuclear RNA foci remains unclear, CUG RNA–binding proteins such as the muscleblind-like (MBNL) family are sequestered, and CUG-binding protein 1 (CUGBP1) is upregulated by nuclear RNA foci, triggering aberrant alternative splicing of specific pre-mRNAs (21, 22).

In addition to the pathogenic mechanisms of polyQ toxicity and RNA toxicity, the CWG repeats expansion may also induce cell death indirectly by repeat-associated non-AUG (RAN) translation into toxic polypeptides (23, 24). RAN translation was first reported in the noncoding CTG repeat diseases DM1 and SCA8 (23) and has also been found in some coding CAG repeat diseases, including HD (24, 25).

CWG repeat diseases are thought to be caused by highly complex intracellular mechanisms, and no effective treatment has been developed to date. Antisense oligonucleotides (ASOs) that eliminate pathogenic repeat RNAs have been developed. However, a series of clinical trials using ASOs have been terminated (26–29). To address this issue, we focused on the transcription inhibition of CWG repeat DNA as a therapeutic target. Here, we assessed the potential of a CWG triplet repeat DNA-targeting compound cyclic pyrrole–imidazole polyamide (CWG-cPIP) to inhibit expanded CWG repeat–derived mRNA transcription in DM1- and HD-derived human cells, as well as to control neuronal dysfunction in adeno-associated virus–mediated (AAV-mediated) CWG repeat–expressing mice and a genetic mouse model of HD.

## Results

### CWG-cPIP binds preferentially to repeat-expanded CWG DNA.

PIPs are composed of amide-linked *N*-methyl pyrrole (Py) and *N*-methyl imidazole (Im) residues. PIPs can be optimized and synthesized to target DNA sequences and bind noncovalently to DNA minor grooves in a sequence-specific manner. Im/Py pairs recognize G/C base pairs, whereas Py/Py, β-alanine, and γ-turn pairs recognize A/T and T/A bp (30, 31). We have previously developed many types of PIPs with sequence specificity, including anticancer agents (32), DNA fluorescence probes (33), and gene regulators (34, 35). In addition, we recently found that cyclic-type PIPs (cPIPs) with 2 γ-turn units showed higher DNA sequence selectivity and binding affinity than did traditional hairpin-type PIPs (hPIPs) (36). On the basis of these chemical discoveries, we developed a CWG-cPIP for CWG repeat diseases (Figure 1A) (37).

To investigate the selectivity and binding affinity of CWG-cPIP to the target DNA sequence, we conducted a melting temperature (*T*_m_) assay, wherein Δ*T*_m_ was measured for several sequences (Δ*T*_m_ = *T*_m_ [DNA or RNA + PIP] – *T*_m_ [DNA or RNA]). CWG-cPIP bound to double-stranded CWG DNA but not to AT-rich or GC-rich double-stranded DNA with high specificity (Figure 1B and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI164792DS1). To further investigate the binding properties of CWG-cPIP, we performed a *T*_m_ assay using 5′-(CAG)_10_-3′ and 5′-(CTG)_10_-3′ repeat DNAs containing 3 A/A and T/T mismatched pairs, respectively. CWG-cPIP also showed a high binding affinity for these CWG-mismatched repeat DNAs Figure 1B) (37). Furthermore, we confirmed that CWG-cPIP does not bind to CWG repeat RNA. Importantly, CWG-cPIP showed a significantly higher binding affinity than did a traditional CWG-hPIP for CWG repeat DNA in both double-stranded and mismatched structures (38). Unexpectedly, both CWG-cPIP and CWG-hPIP showed high affinity for the 5′-(CCG)_10_-3′ repeat DNA (Figure 1B and Supplemental Table 1). To elucidate the underlying cause of this phenomenon, we performed molecular modeling studies of CWG-cPIP binding to repeat DNA (Supplemental Figure 1). We found that CCG repeat DNA interacted with CWG-cPIP at the same proximal distance as CWG repeat DNA, suggesting that high affinity for CCG repeat DNA is a common characteristic of PIPs targeting CWG repeat DNA.

PIPs are known to stably interfere with transcription elongation by RNA polymerase II (pol II) for more than 20 hours in vitro (39). During transcription elongation, pol II recognizes PIPs bound to DNA through its own Switch 1 region and is arrested 2–5 bp upstream of the site (39). To investigate the inhibitory effect of CWG-cPIP on transcription elongation by pol II, we performed an in vitro transcription arrest assay using CTG repeat DNA containing the normal range (CTG)_10_ or the pathogenic range (CTG)_73_, which produces 321 nt RNA under the T7 promoter (Figure 1C). As the concentration of CWG-cPIP increased, the amount of transcribed full-length RNA decreased (arrow, 321 nucleotide), and multiple arrested RNAs accumulated (bracket) (Figure 1D). Quantitative evaluation showed that CWG-cPIP treatment produced significantly more arrested products from (CTG)_73_ DNA than from (CTG)_10_ DNA (Figure 1D). These results suggested that CWG-cPIP inhibited pol II transcription elongation by preferentially targeting repeat-expanded DNA rather than normal repeat DNA.

### CWG-cPIP inhibits the production of pathogenic CUG RNA in DM1 and polyQ in HD cells.

We examined whether CWG-cPIP is effective in cells with pathogenic CWG repeat DNA sequences. First, we investigated the cytotoxicity of CWG-cPIP in intact Neuro-2a cells using a cell viability assay. We found that CWG-cPIP, even at a concentration of 30 μM for 48 hours, had no significant impact on cell viability (Figure 2A). To investigate cell membrane permeability and intracellular residence duration of CWG-cPIP, we synthesized FITC-labeled CWG-cPIP (Supplemental Figure 2) and administered it to intact Neuro-2a cells. We observed FITC-labeled CWG-cPIP (1 μM) in cell nuclei using confocal microscopy for more than 3 days without drug delivery systems (DDSs) such as liposomes (Figure 2B). To assess the off-target effects of CWG-cPIP on gene expression, we performed RNA-Seq analysis of RNAs extracted from the control fibroblasts along with spike-in control RNAs (40) 7 days after treatment with CWG-cPIP (1 μM). Based on a cutoff of an adjusted *P* value of less than 0.05 and a |log_2_ fold change| of greater than 0.5, we observed no changes in gene expression levels following the treatment, suggesting that CWG-cPIP had no significant effect on global transcription (Supplemental Figure 3A and Supplemental Data File 1).

Next, we examined the effect of CWG-cPIP on the production of pathogenic CUG RNA in Neuro-2a cells transfected with a plasmid expressing (CUG)_10_, (CUG)_180_, or (CUG)_700_ repeats in the 3′-UTR of HaloTag mRNA. To normalize transfection efficiency, we used a dual-promoter vector expressing 2 different genes: HaloTag with CTG repeats and *Egfp* as an internal reference (Figure 2C). We observed that HaloTag-(CUG)_700_ mRNA expression was significantly decreased 12 hours after CWG-cPIP treatment at concentrations as low as 0.1 μM and over 50% at 1 μM compared with that after vehicle treatment. In contrast, HaloTag-(CUG)_10_ mRNA expression was suppressed by only 20%, even at the highest concentration of 1 μM CWG-cPIP, compared with expression levels after vehicle treatment. Thus, treatment with CWG-cPIP considerably suppressed the expression of HaloTag-CUG mRNA with expanded repeats (Figure 2C). Compared with expression levels after vehicle treatment, treatment with 3 μM CWG-hPIP suppressed HaloTag-(CUG)_700_ mRNA expression by approximately 15% (Supplemental Figure 4A). In primary mouse cortical neurons transfected with a plasmid expressing (CUG)_10_ or (CUG)_700_ repeats in the 3′-UTR of *Egfp* mRNA, treatment with CWG-cPIP (1 μM for 14 days) considerably suppressed the expression of EGFP-(CUG)_700_ mRNA but not EGFP-(CUG)_10_ mRNA (Supplemental Figure 4B).

Next, we performed FISH with a Cy5-labeled (CAG)_10_ repeat probe to detect CUG RNA foci in mouse primary neurons transfected with a plasmid expressing (CUG)_10_ or (CUG)_700_ repeats in the 3′-UTR of *Egfp* mRNA. EGFP-(CUG)_10_ mRNA–expressing neurons had no detectable CUG RNA foci, whereas EGFP-(CUG)_700_ mRNA–expressing neurons remarkably accumulated nuclear CUG RNA foci. The number of nuclear CUG RNA foci was significantly decreased following CWG-cPIP treatment at 1 μM for 14 days (Figure 2D). We examined the inhibitory effect of CWG-cPIP on endogenous CTG repeat–derived CUG RNA foci using DM1 patient–derived fibroblasts and induced neurons (iNeurons). Treatment with 1 μM CWG-cPIP for 3 days significantly reduced the number of nuclear CUG RNA foci in DM1 fibroblasts and iNeurons (Figure 2E and Supplemental Figure 4C).

We further examined whether CWG-cPIP inhibits pathogenic mRNA derived from coding gene expansion. Neuro-2a cells were transfected with a plasmid expressing HaloTag mRNA tagged with a (CAG)_23_ or (CAG)_74_ repeat sequence within a part of exon 1 of the *HTT* gene (Supplemental Figure 4D) and treated with CWG-cPIP for 12 hours. CWG-cPIP effectively suppressed HaloTag-(CAG)_74_ mRNA expression but not HaloTag-(CAG)_23_ mRNA expression at a lower concentration (Supplemental Figure 4D).

We also assessed whether treatment with CWG-cPIP suppresses polyQ inclusion body formation in Neuro-2a cells transfected with a plasmid expressing *Egfp* tagged with a (CAG)_23_ or (CAG)_74_ repeat sequence within exon 1 of the *HTT* gene, termed EGFP-Q23 and EGFP-Q74, respectively. We observed EGFP-positive aggregates of various sizes in the nuclei and cytoplasm of EGFP-Q74–expressing cells but not in EGFP-Q23–expressing cells, and EGFP-positive aggregates were significantly reduced by CWG-cPIP treatment (Figure 2F). The levels of polyQ-expanded huntingtin (HTT) protein detected by an anti-polyQ tract antibody (clone 1C2) markedly decreased following CWG-cPIP treatment in HD patient–derived fibroblasts compared with their levels in vehicle-treated fibroblasts. Importantly, there were no changes in normal HTT protein levels in HD fibroblasts following CWG-cPIP treatment (Figure 2G).

### Treatment with CWG-cPIP ameliorates cognitive deficit in AAV-mediated CWG repeat–expressing mice.

We assessed the potential of CWG-cPIP in inhibiting the production of pathogenic CUG RNA foci and polyQ in vivo and restoring CWG repeat disease–mediated changes at the behavioral, physiological, and molecular levels. Intravenously administered PIPs could not be detected in the mouse brain by PET imaging (41), suggesting that there was little brain translocation of PIPs following peripheral administration. Thus, we administered CWG-cPIP intracerebrally to investigate its effect on brain function in mouse models of CWG repeat diseases.

First, FITC-labeled CWG-cPIP (Supplemental Figure 2) was injected bilaterally into the mouse hippocampus, and its tissue distribution and retention for up to 7 days were assessed by histological analysis. FITC-labeled 83 μg/kg CWG-cPIP (1.5 nmol) was rapidly delivered to the cell nuclei of the hippocampus without any DDS and retained for at least 7 days. Moreover, we observed no cell death in the CWG-cPIP–injected hippocampus, as determined by cleaved caspase-3 immunoreactivity (Supplemental Figure 5).

The off-target effects of CWG-cPIP in vivo were investigated in the hippocampi 21 days after the treatment (83 μg/kg), and differentially expressed genes were detected only in 0.74% (Supplemental Figure 3B and Supplemental Data File 2). Among these genes, only *Inhbe* contained a (CTG)_16_ repeat, which is predominantly expressed in the liver (42).

To assess whether CWG-cPIP ameliorates brain dysfunction in CWG repeat diseases in vivo, we generated brain-specific and rapid-onset models through the following gene transfer into the bilateral CA1 region of the hippocampus using AAV serotype 9: insertion of (CTG)_10_ or (CTG)_300_ repeats into the 3′-UTR of *Egfp* mRNA (in the hippocampus of mice referred to herein as CUG10 and CUG300 mice), and EGFP-tagged (CAG)_23_ or (CAG)_74_ repeats within exon 1 of the *HTT* gene (in the hippocampus of mice referred to herein as Q23 and Q74 mice) (Figure 3A). CWG-cPIP did not affect the stability of recombinant AAV capsid proteins in vitro, nor did the AAV transduction efficiency when cotreated in HEK293 cells (Supplemental Figure 6). A mixture of CWG-cPIP (83 μg/kg) or vehicle and each AAV9 (1.0 × 10^13^ vector genomes/mL) was injected into the mouse hippocampus, and memory-related behaviors were evaluated in Y-maze, novel object recognition (NOR), and passive avoidance (PA) tests on days 21 to 27 after the injection. Hippocampal tissue was used for electrophysiology and immunohistochemistry on days 28 to 30 (Figure 3A).

In the Y-maze test, CUG300 and Q74 mice showed impaired memory-related behavior compared with CUG10 and Q23 mice. This was quantified by calculating the percentage of alternation behavior. The percentage of spontaneous alternation behavior significantly increased in CWG-cPIP–treated CUG300 and Q74 mice (Figure 3, B and E). CUG300 mice showed a characteristic behavior of dramatically increased locomotor activity, determined by the number of arm entries, and CWG-cPIP treatment did not improve hyperactivity (Figure 3B). In the NOR test, we observed no differences in the discrimination index using the same object for all mice during the training trials (Supplemental Figure 7A). After a 24-hour retention interval, CUG300 and Q74 mice had a significantly lower discrimination index for the novel object than did CUG10 and Q23 mice. The discrimination index for the novel object for CUG300 and Q74 mice treated with CWG-cPIP was significantly higher than that for the vehicle-treated mice (Figure 3, C and F). In the PA test, we observed no significant differences in latency to entering a dark room in the absence of a foot shock for all mice (Supplemental Figure 7B). However, latency to enter the dark compartment was markedly decreased 24 hours after foot shock for CUG300 and Q74 mice compared with CUG10 and Q23 mice. CWG-cPIP administration significantly restored the reduced latency time (Figure 3, D and G).

### CWG-cPIP ameliorates neuronal dysfunction in AAV-mediated, CWG repeat–expressing mice.

We next assessed the electrophysiology of hippocampal long-term potentiation (LTP), which is critical for learning and memory. Interestingly, we found that basal synaptic transmission in input-output relationships was impaired in CUG300 compared with CUG10 mice (Figure 4A). In addition, we observed a dramatic reduction in high-frequency stimulation–induced (HFS-induced) LTP in CUG300 mice compared with that in CUG10 mice, and the reduced basal synaptic transmission and LTP in CUG300 mice were significantly restored following CWG-cPIP treatment (Figure 4, A–C). In Q74 mice, HFS-induced LTP was significantly impaired compared with that in Q23 mice without changes in basal synaptic transmission, and CWG-cPIP treatment significantly restored the reduction in synaptic plasticity observed in Q74 mice (Figure 4, D–F).

### CWG-cPIP inhibits nuclear CUG RNA foci and polyQ accumulation in AAV-mediated CWG repeat–expressing mice.

First, the pathological changes in the brains of AAV-mediated CWG repeat–expressing mice were evaluated using Nissl staining. Nissl staining revealed obvious hippocampal atrophy in CUG300 mice compared with that in CUG10 mice (Figure 5A), whereas no significant changes were observed between Q23 and Q74 mice (Supplemental Figure 8A). In the immunohistochemical study, we assessed the immunoreactivity of NeuN, a neuronal marker. The number of NeuN-positive cells was significantly reduced in the hippocampal CA1 region of CUG300 mice compared with CUG10 mice (Figure 5B). In contrast, we observed no significant difference in the number of NeuN-positive cells in the hippocampal dentate gyrus (DG) region between CUG10 and CUG300 mice. Importantly, CWG-cPIP treatment significantly improved the reduced number of NeuN-positive cells in the hippocampal CA1 region of the CUG300 mice (Figure 5B). Next, we evaluated the number of CUG RNA foci–positive cells relative to GFP-positive cells by FISH using a Cy5-labeled (CAG)_10_ probe. Consistent with the cell culture experiments, we observed CUG RNA foci in the hippocampal CA1 and DG regions of CUG300 mice but not in those of CUG10 mice. In addition, CWG-cPIP treatment significantly decreased the number of CUG RNA foci in CUG300 mice (Figure 5C).

Unlike the tissue damage observed in CUG300 mice, we found no significant changes in the number of NeuN-positive cells in the hippocampal CA1 and CA3 regions of Q74 mice compared with those in Q23 mice (Supplemental Figure 8B). Immunohistochemical analysis of polyQ inclusions in GFP-positive cells revealed several polyQ inclusions in the hippocampal CA1 and CA3 regions of Q74 but not Q23 mice. Treatment with CWG-cPIP significantly reduced the number of polyQ inclusions in Q74 mice (Supplemental Figure 8C).

### CWG-cPIP restores dysregulation of alternative splicing and gene expression changes in CUG300 mice.

In the brains of patients with DM1, mutant *DMPK* RNA accumulates extensively as nuclear RNA foci, sequestering RNA-binding proteins such as MBNL proteins and affecting their function, which leads to splicing defects in a variety of pre-mRNAs and misexpression of different protein isoforms (43, 44). To assess the effect of CWG-cPIP on MBNL1 sequestration, we examined CUG RNA foci formation and nuclear MBNL1 localization in the hippocampus of CUG300 mice in the presence or absence of CWG-cPIP. CUG10 mice showed diffuse localization of MBNL1 throughout the cytoplasm and nucleus, whereas in CUG300 mice, MBNL1 was sequestered in the nuclear CUG RNA foci. Treatment with CWG-cPIP resulted in the redistribution of MBNL1 along with the elimination of CUG RNA foci (Figure 6A).

We further assessed whether treatment with CWG-cPIP could restore the dysregulation of gene alternative splicing and gene expression changes observed in CUG300 mice. To investigate these changes prior to neuronal loss, we performed RNA-Seq analysis of the hippocampi of mice 10 days after gene transfer via AAV9 and focused on the top 300 differential alternative splicing events (adjusted *P* < 0.05, percent-spliced-in [PSI] difference [ΔPSI]between CUG10 and CUG300 groups > |0.15|) (Figure 6B and Supplemental Data File 3). 

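The deposited expression files cover the hippocampi of 9 mice: 3 CUG10 mice given vehicle, 3 CUG300 mice given vehicle and 3 CUG300 mice given CWG-cPIP at 83 μg/kg. All carried AAV9 with 10 or 300 CTG repeats in the 3′-UTR of Egfp, injected into CA1 on both sides, and tissue was taken on day 10. The labels give an age of 10 weeks, and the paper gives 9 weeks at injection. Libraries were made with a directional kit, and whether the counting used the strand is not stated. The authors trimmed reads with Trim Galore 0.6.6, aligned them with STAR 2.7.9a and quantified genes with RSEM 1.3.3 on GRCm38/mm10. They then deposited regularized logarithm (rlog) values on the log2 scale from DESeq2 1.36.0, with 1 value per gene and mouse.
Each file lists 24411 genes, of which 5175 stand at 0 in all 9 mice. The remaining values reach from about −2.14 to a highest value of 15.72 to 16.39 per mouse. The number of reads per mouse is not given and cannot be recovered from rlog values, so the depth is unknown. Genes with a mean of at least log2(10) over the 9 mice were kept, 14867 in all, and 14802 of them have a coordinate in GRCm38. Medians over these genes lay between 8.43 and 8.54 per mouse. In 23 of the genes kept, the symbol had been turned into a date by a spreadsheet, and these genes were tested but are not named. Group means were compared with limma 3.58.1, with a trend in the variance and Benjamini-Hochberg adjustment over all genes kept.
Across genes, which are not independent replicates, Pearson's r between mice of a group was 0.9925 to 0.9964 in CUG10 mice, 0.978 to 0.9851 in CUG300 mice given vehicle and 0.9699 to 0.9919 with CWG-cPIP. The first principal component held 63.4% of the variance. On it, CUG10 mice lay at −27.65 to −39.07 and CUG300 mice given vehicle at 20.76 to 44.75, whereas the 3 CWG-cPIP-treated mice lay at 0.49, −28.66 and 33.82. The files hold no values per exon or junction, so the splicing events could not be computed again.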

The top 300 events were classified into the following 5 differential splicing modes: 202 skipping exon (SE), 36 alternative 5′ splice site (A5SS), 47 alternative 3′ splice site (A3SS), 6 mutually exclusive exons (MXEs), and 9 retention introns (RIs). Compared with vehicle treatment, CWG-cPIP treatment led to the recovery of more than half of the events in all splicing modes and recovered, overall, 63% of the top 300 differential alternative splicing events between CUG10 and CUG300 mice (Figure 6B). 

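In the hippocampus of CUG300 mice given vehicle, 1096 genes were higher and 496 were lower than in CUG10 mice given vehicle (limma over the genes tested, adjusted p under 0.05, n = 3 mice per group). The 10 named genes with the largest rises were Slfn4, Ly6c2, Plac8, Cxcl10, Ccl7, Ccl2, Mx1, Ifi205, AA467197 and Isg15, with log2 fold changes from 4.77 for Slfn4 down to 3.96 for Isg15. Among them, Cxcl10, Ccl7 and Ccl2 encode chemokines that draw leukocytes into tissue, and Isg15 is an antiviral gene induced by interferon, as is the transcript of Mx1, which GRCm38 lists as a transcribed pseudogene. Cxcl10, on chromosome 5 of GRCm38 from 92346638 to 92348889, had a log2 value of 8.39 ± 0.57 (mean ± SD) in CUG10 mice and 12.63 ± 0.18 in CUG300 mice (log2 fold change 4.24, SE 0.70, limma adjusted p = 0.0213). Isg15, on chromosome 4 from 156199424 to 156200818, had 8.94 ± 0.56 and 12.91 ± 0.49 (SE of the change 0.67, limma adjusted p = 0.0218). Each gene's variance was pooled over all 9 mice, so SEs and p-values here include the spread of CWG-cPIP-treated mice (SD 1.72 for Cxcl10).
The 10 largest falls were those of Hs3st2, Ankrd63, Neu4, Plekhh1, Atp2b4, Snurf, Gabra3, Fhod3, Sowahb and Spock2, with log2 fold changes from −1.58 for Hs3st2 to −0.99 for Spock2. Hs3st2, an enzyme that sulfates heparan sulfate, had 8.30 ± 0.18 in CUG10 mice and 6.72 ± 0.86 in CUG300 mice (SE 0.40, limma adjusted p = 0.0402). Gabra3, a subunit of the GABA-A receptor, fell by 1.02 on the log2 scale (SE 0.25, limma adjusted p = 0.0385). Slfn4, Ly6c2 and Ifi205 belong to families with close copies, and Snurf overlaps Snrpn, so their reads could be split between genes and their values are uncertain.
Of the genes the paper names, Mbnl1, a splicing regulator that binds CUG repeats, rose by 0.38 (SE 0.08, limma adjusted p = 0.0289). Grin1, a subunit of the NMDA receptor, fell by 0.46 (SE 0.11, limma adjusted p = 0.0378) and App, the amyloid precursor, by 0.35 (SE 0.09, limma adjusted p = 0.0459). Mapt, which encodes tau, did not pass, at −0.39 (limma adjusted p = 0.0595). Celf1, Dmpk, Htt, Pms2 and Rbfox3 did not pass either, with log2 fold changes from −0.44 for Htt to −0.09 for Celf1. Mbnl2 stood at −0.06 (limma adjusted p = 0.84), and at 0.0021 with quantile scaling. Leaving out single mice moved Mbnl2 between −0.20 and 0.08. Inhbe was under the minimum expression.
Between all 3 groups, limma's F test called 0 genes, with 3499 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0547. The values of 5192 genes (34.9%) did not overlap between CUG10 and CUG300 mice, where chance gives 10%. Of the genes called in CUG300 mice, 68.8% were higher, against 52.8% after median centering and 58.0% after quantile scaling. No gene passed at an adjusted p under 0.01, 4536 genes had an unadjusted p under 0.05, and 1 gene (Sh3rf2) passed with the mean of the choroid plexus list as a covariate, an alternative and a gene chosen after seeing the data. The count of 1592 genes depended on single mice: 0 without CUG10 replicate 1, 0 without CUG10 replicate 3, 0 without CUG300 vehicle replicate 3, 2 without CUG10 replicate 2 (Igtp and Irgm2, named after their values were seen), 265 without CWG-cPIP replicate 1 and 2490 without CUG300 vehicle replicate 2. Lower genes alone were 796 without CUG300 vehicle replicate 1 and 777 without CWG-cPIP replicate 3. CWG-cPIP-treated mice are not in this comparison and change these counts through the pooled variance, not through the means compared. The F test called 1483 genes without CWG-cPIP replicate 3, 1041 without CWG-cPIP replicate 2, 4 without CUG300 vehicle replicate 1 (Amd1, Atp6ap1l, Kcnj4 and Stx1a), 1 without CUG10 replicate 3 (Gm7334) and 170 after median centering. Of 87 named genes that were called, 0 were called without any one of the CUG10 mice or without CUG300 vehicle replicate 3, and 36 without CWG-cPIP replicate 1.

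**Figure D1:**
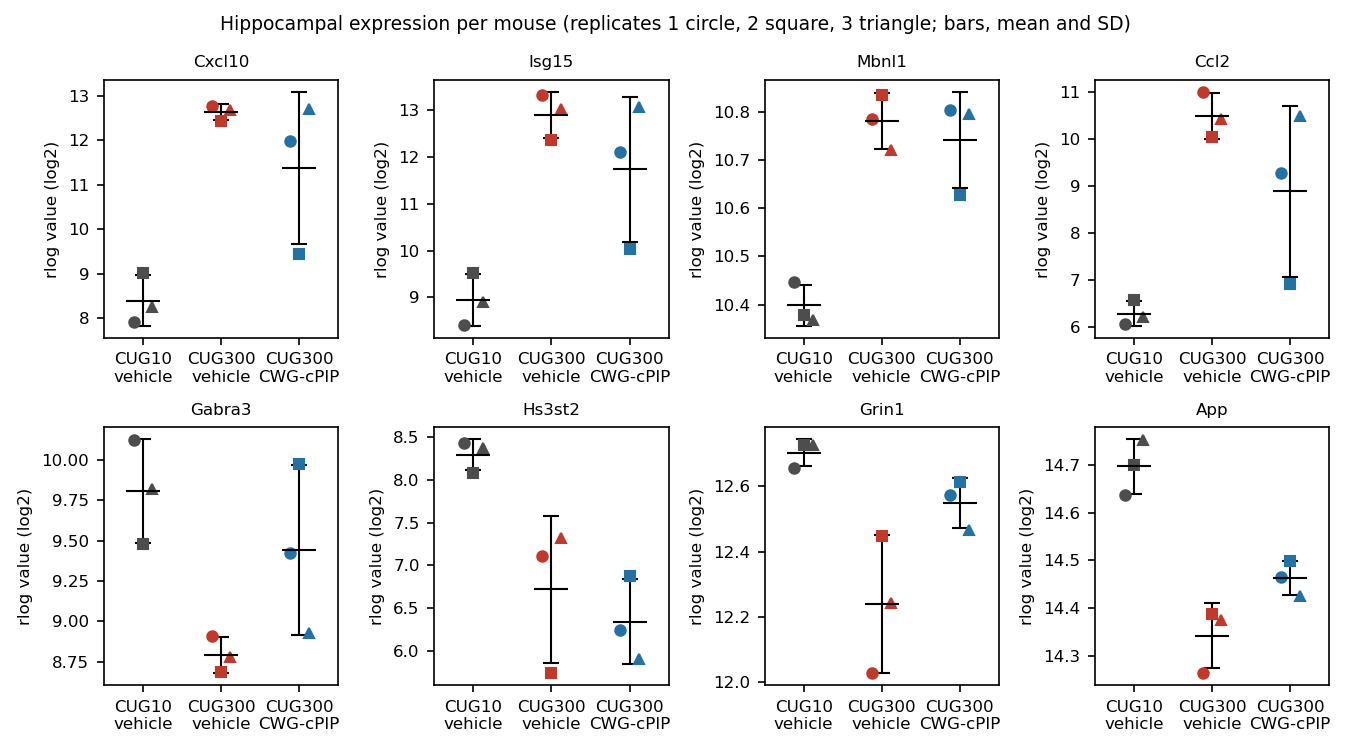
rlog values (log2, vertical axis) of Cxcl10, Isg15, Mbnl1, Ccl2, Gabra3, Hs3st2, Grin1 and App in each mouse, with the 3 groups on the horizontal axis; bars are mean and SD, and points are single mice (circle replicate 1, square replicate 2, triangle replicate 3). Cxcl10 stands at 8.39 in CUG10 mice, 12.63 in CUG300 mice given vehicle and 11.37 ± 1.72 with CWG-cPIP.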

Gene expression analysis revealed 2,000 differentially expressed genes between all groups (Supplemental Data File 4). 

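In CWG-cPIP-treated CUG300 mice, most genes that differed between CUG300 and CUG10 mice had means shifted toward CUG10 mice, but no single gene passed the test. Of the genes higher in CUG300 mice, 1084 (98.9%) had a lower mean with CWG-cPIP, and the median gene returned by 0.397 of its rise. Of the genes lower in CUG300 mice, 461 (92.9%) had a higher mean, with a median return of 0.450. Among single genes, the log2 difference of CWG-cPIP-treated from vehicle-treated CUG300 mice was −1.26 for the chemokine Cxcl10, −1.17 for Isg15 and 0.65 for Gabra3 (limma adjusted p = 0.483 each), whereas Mbnl1 stood at −0.04, and at 0.02 without CWG-cPIP replicate 2 (limma adjusted p = 0.816 with all mice). The adhesion molecule L1cam had log2 values of 9.79 ± 0.12 in CUG10 mice, 8.91 ± 0.39 in CUG300 mice given vehicle and 9.61 ± 0.21 with CWG-cPIP. Stx1a, a SNARE protein of synaptic vesicle fusion, had 11.08 ± 0.12, 10.18 ± 0.23 and 10.05 ± 0.09.
The 3 treated mice differed from each other. Over the higher genes, replicates 1, 2 and 3 had median returns of 0.403, 0.814 and −0.0413 (SD 0.428), against 0.093, 0.0599 and −0.161 in the mice given vehicle (exact two-sided permutation p = 0.3). Over the lower genes the treated mice had 0.467, 0.627 and 0.238 (SD 0.196), against 0.0011, 0.157 and −0.136 (exact two-sided permutation p = 0.1, the smallest that 3 mice against 3 allow). Since the genes were chosen on the same vehicle-treated mice, unchanged groups also return: 0.06 (0.0475 to 0.0725) for higher and 0.101 (0.0879 to 0.119) for lower genes in 100 simulations, in which 60.0% of higher and 65.2% of lower genes had means shifted toward CUG10 mice. Simulated genes vary independently, whereas measured genes move together within a mouse, so shares of genes far from these can also arise without a treatment effect. The log2 changes of both comparisons had a correlation of −0.764 across genes and a covariance of −0.132. Simulated groups with neither a CUG300 effect nor a treatment effect gave −0.501 and −0.0184. Values for a CUG300 effect without a treatment effect are not given, so this comparison does not isolate the treatment. Part of the excess over the simulated values may come from the shared CUG300 mice, which are too few to be split with 2 in each part.
With limma, 0 genes passed for CWG-cPIP against vehicle in CUG300 mice, and 777 were higher and 535 lower at an unadjusted p under 0.05. Between CWG-cPIP-treated and CUG10 mice 0 genes passed as well (smallest adjusted p = 0.0879), with 1207 higher and 790 lower at an unadjusted p under 0.05. Groups without overlap were found for 8.47% and 25.8% of genes, respectively, where chance gives 10%. No gene was called in CUG300 mice given vehicle against CUG10 mice and, in the opposite direction, with CWG-cPIP against vehicle.
Without CWG-cPIP replicate 3, 3 genes passed against CUG300 mice given vehicle (Ccl8, Foxb1 and Mab21l2), 4 against CUG10 mice (Foxb1, Gata3, Lhx5 and Mab21l2), and 1 (Ccl8) was called higher in CUG300 mice given vehicle than in CUG10 mice and lower with CWG-cPIP than with vehicle. Without CUG10 replicate 3, 1 gene (Gm7334) passed in each comparison of CWG-cPIP, and from only the 2 groups compared, 3 genes passed against CUG300 mice given vehicle (F5, Gm7334 and Slc4a5) and 14 against CUG10 mice. Against CUG10 mice, 567 genes passed without CWG-cPIP replicate 2, and 4 without CUG300 vehicle replicate 1 (Amd1, Atp6ap1l, Kcnj4 and Stx1a). These genes were named after their values were seen. The return of higher genes was 0.186 without CWG-cPIP replicate 2, 0.659 without CWG-cPIP replicate 3 and, from 2 genes, 0.187 without CUG10 replicate 2, and that of lower genes 0.733 without CUG300 vehicle replicate 2. When some CUG300 mice given vehicle chose the genes and the rest served for the comparison, the return of higher genes was 0.13 (chosen on replicates 2 and 3), 0.244 (replicates 1 and 3) and 0.146 (replicate 3), and that of lower genes −0.117, 0.119 and 0.199.
In the authors' Supplemental Data File 4, 1042 of the 1282 upregulated genes tested were higher in CUG300 mice with limma, and 433 of the 538 downregulated genes tested were lower, with 0 in the opposite direction in either sheet. The sheet of downregulated genes at hand holds 549 of the 551 genes the paper counts, so no overlap or set test was run on it. Both sheets were chosen on these mice, and these counts are not independent evidence. The upregulated count was 0 without CUG10 replicates 1 or 3 or CUG300 vehicle replicate 3, 2 without CUG10 replicate 2 and 216 without CWG-cPIP replicate 1. The downregulated count was 0 without CUG10 replicate 1, 2 or 3 or CUG300 vehicle replicate 3 and 49 without CWG-cPIP replicate 1.

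**Figure D2:**
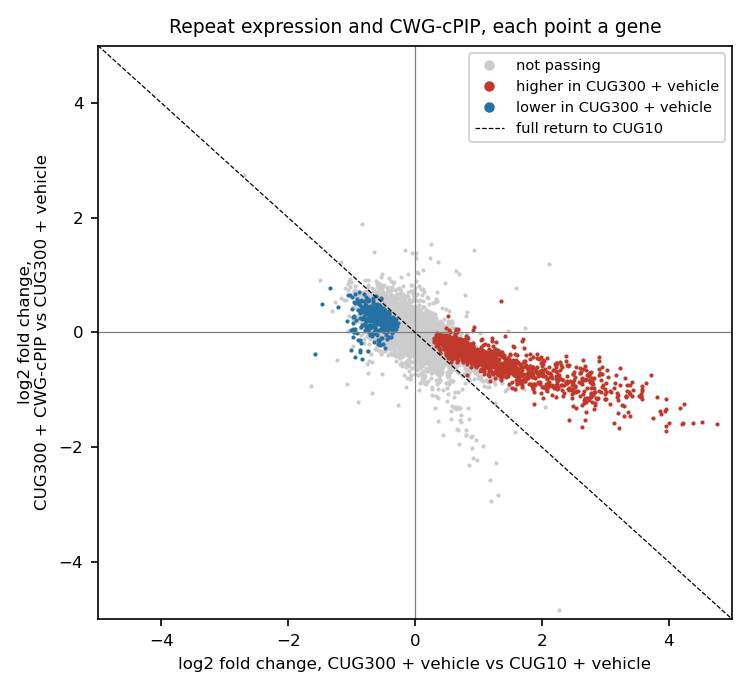
log2 fold change of each gene in CUG300 vehicle-treated against CUG10 mice (horizontal axis) and in CWG-cPIP-treated against vehicle-treated CUG300 mice (vertical axis); grey, not called; red, 1096 genes higher and blue, 496 genes lower in CUG300 mice given vehicle. The dashed line marks a full return to CUG10 mice, and the correlation across genes is −0.764.

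**Figure D3:**
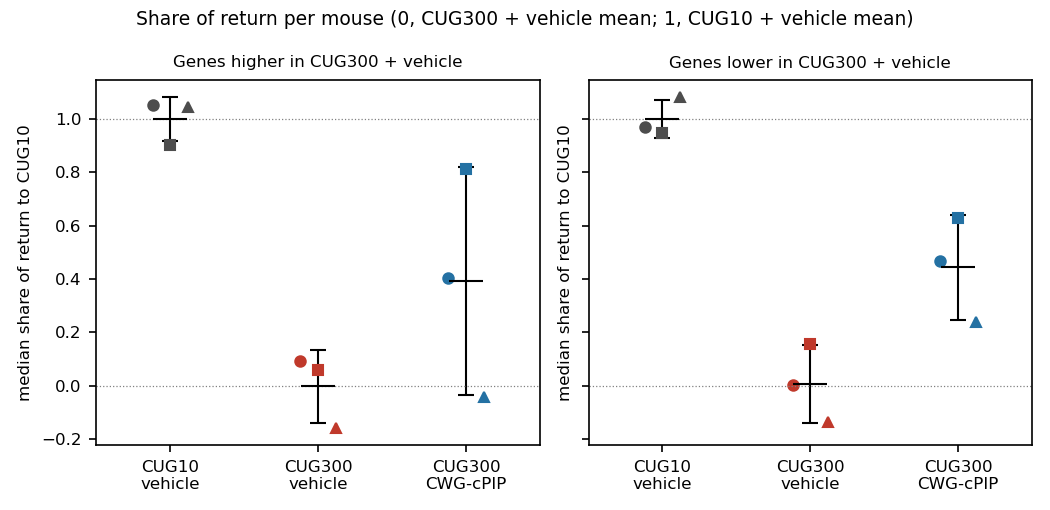
Median share of return per mouse (vertical axis, 0 is the mean of CUG300 mice given vehicle and 1 the mean of CUG10 mice) over the genes higher and the genes lower in CUG300 mice, with the 3 groups on the horizontal axis; bars are mean and SD, and points are single mice (circle replicate 1, square replicate 2, triangle replicate 3). Among the CWG-cPIP-treated mice, replicate 2 lies highest, at 0.814 and 0.627.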

Most genes were clustered into 2 groups according to the direction of change in expression levels: 551 genes were downregulated in CUG300 mice and recovered by CWG-cPIP treatment (Figure 6C), and 1,349 genes were upregulated in CUG300 mice and recovered by CWG-cPIP treatment (Figure 6D). 

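Genes of the interferon response and of antigen presentation rose together in CUG300 mice, and a minority of the genes listed for synapses, learning and axons were lower. All 32 type I interferon-stimulated genes measured were higher than in CUG10 mice, with a median log2 fold change of 2.99 (camera adjusted p = 4.02e-24, but adjusted p = 0.233 with an estimated correlation). Ifit1, which binds foreign RNA, rose by 3.57 (limma adjusted p = 0.0207). Among interferon-inducible GTPases, which act against intracellular pathogens, 14 of 14 were higher (median 3.11), including Gbp2 at 3.42. MHC class I antigen presentation had 14 of 15 members higher and 1 not passing (median 2.65), with B2m, the light chain of MHC class I, up by 2.25 and H2-K1 by 2.65. MHC class II had 7 of 8 higher and 1 not passing (median 2.20), with H2-Aa and H2-Ab1 up by 2.81 and 2.79. Chemokines and cytokines had 17 of 19 higher (median 2.53), and the list named innate nucleic acid sensing had 15 of 15 (median 1.81). That list is broader than its name. It holds Tlr3, a receptor for double-stranded RNA (limma adjusted p = 0.0207), but also Tlr2, up by 2.61, so it does not single out RNA sensing. Camera adjusted p-values of these 5 lists were between 3.07e-15 and 5.97e-07, and each had an adjusted p of 0.233 with an estimated correlation. Fry, which tests a list without comparing it with other genes, called all 6 lists (fry adjusted p = 0.00982 to 0.0120). Adjusted over the list alone, every measured member of these 6 lists was higher.
Of 23 genes of presynaptic vesicle exocytosis, 9 were lower, 0 higher and 14 did not pass (17 lower adjusted over the list alone; median −0.54). Stx1a fell by 0.89 (SE 0.13, limma adjusted p = 0.0207), whereas Syn1, a synaptic vesicle protein, had −0.42 (limma adjusted p = 0.207). Of 26 genes of the postsynaptic density and glutamate receptors, 5 were lower and 21 did not pass (5 lower adjusted over the list alone; median −0.35), and the AMPA receptor subunit Gria4 fell by 0.78. Of 12 genes of learning and memory signaling, 5 were lower and 7 did not pass (7 lower adjusted over the list alone; median −0.50), with the calcium-dependent kinase Camk4 down by 0.79, limma adjusted p = 0.0222. Of 19 genes of axon growth and guidance, 5 were lower and 14 did not pass (6 lower adjusted over the list alone; median −0.38), with L1cam at −0.88 and the ephrin receptor Ephb6 at −0.84. Camera adjusted p-values were 2.99e-10, 7.47e-06, 1.25e-05 and 1.66e-05 in this order, but adjusted p = 0.233 with an estimated correlation, and 0.295 for the postsynaptic list. Fry gave adjusted p = 0.00982, 0.0416, 0.0101 and 0.0112 in the same order.
With CWG-cPIP against vehicle in CUG300 mice, limma called no member of these 10 lists, and 3 or fewer members of any immune list and 6 or fewer of any neuronal list had an unadjusted p under 0.05. The medians were −0.88 for interferon-stimulated genes, −0.74 for the GTPases, −0.81 and −0.82 for MHC class I and II, −0.90 for chemokines and −0.60 for nucleic acid sensing. They were 0.29 for presynaptic, 0.30 for postsynaptic, 0.22 for learning and 0.24 for axon genes. Camera adjusted p-values lay between 3.77e-08 and 0.000449, but adjusted p = 0.374 with an estimated correlation for each list, and fry called none (smallest adjusted p = 0.218 over all lists). Relative to CUG10 mice, the median of interferon-stimulated genes was 3.06, 2.79 and 3.23 in CUG300 mice given vehicle and 2.43, 0.81 and 3.15 with CWG-cPIP (exact two-sided permutation p = 0.3, n = 3 mice per group).
Markers of other tissue varied between mice. The choroid plexus and ependyma list had a median of 0.89 in CUG300 mice given vehicle against CUG10 mice, with 0 of 10 members called by limma and 0 at an unadjusted p under 0.05 (camera adjusted p = 0.0211, but adjusted p = 0.53 with an estimated correlation, 0.324 without CUG10 replicate 1 and 0.159 without CUG300 vehicle replicate 1 at the preset correlation). With CWG-cPIP against vehicle its median was −2.09, with 0 of 10 called and 9 lower adjusted over the list alone (camera adjusted p = 4.07e-09, but adjusted p = 0.374 with an estimated correlation). Ttr, a transporter of thyroid hormone made by the choroid plexus, had log2 values of 12.57 ± 2.54, 14.84 ± 1.01 and 10.00 ± 0.42. The lists were written after reading the paper and seeing the order of genes in Supplemental Data File 4, which was chosen on these mice and holds all 32 interferon-stimulated genes, every gene of the GTPase, MHC and nucleic acid sensing lists, 17 of the chemokines and cytokines, 9 presynaptic, 4 postsynaptic, 5 learning and 6 axon genes, so the counts are not independent evidence. Without CUG10 replicate 1, 2 or 3 or CUG300 vehicle replicate 3, none of the genes named here passed. H2 and GTPase genes have close copies, and their values are uncertain. The paper takes the genes grouped by direction to an over-representation analysis of gene ontology terms and proposes from it what functions the genes serve.

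**Figure D4:**
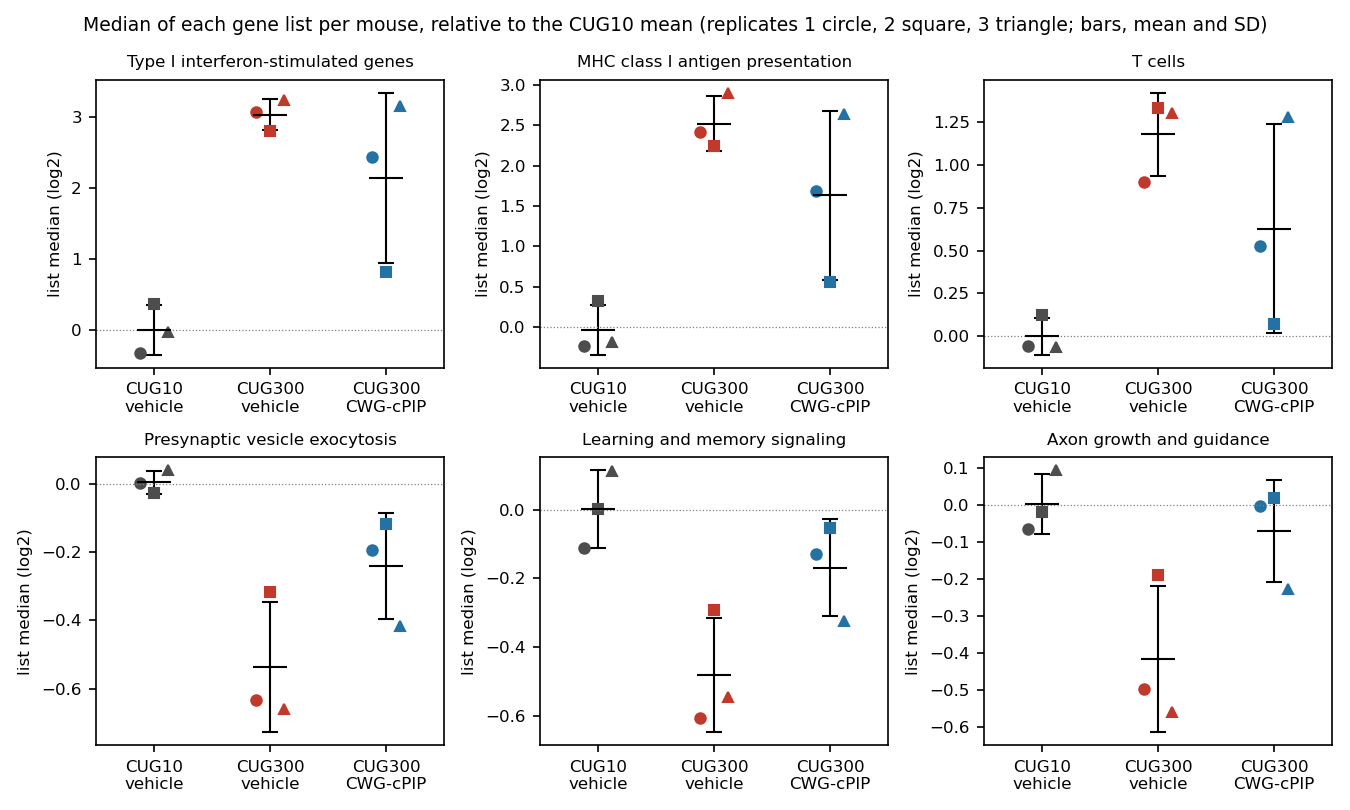
Median over a gene list of log2 values minus the mean of CUG10 mice (vertical axis) for interferon-stimulated, MHC class I, T cell, presynaptic, learning and axon genes, with the 3 groups on the horizontal axis; bars are mean and SD, and points are single mice (circle replicate 1, square replicate 2, triangle replicate 3). Interferon-stimulated genes lie at 2.43, 0.81 and 3.15 in the CWG-cPIP-treated mice.

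**Figure D5:**
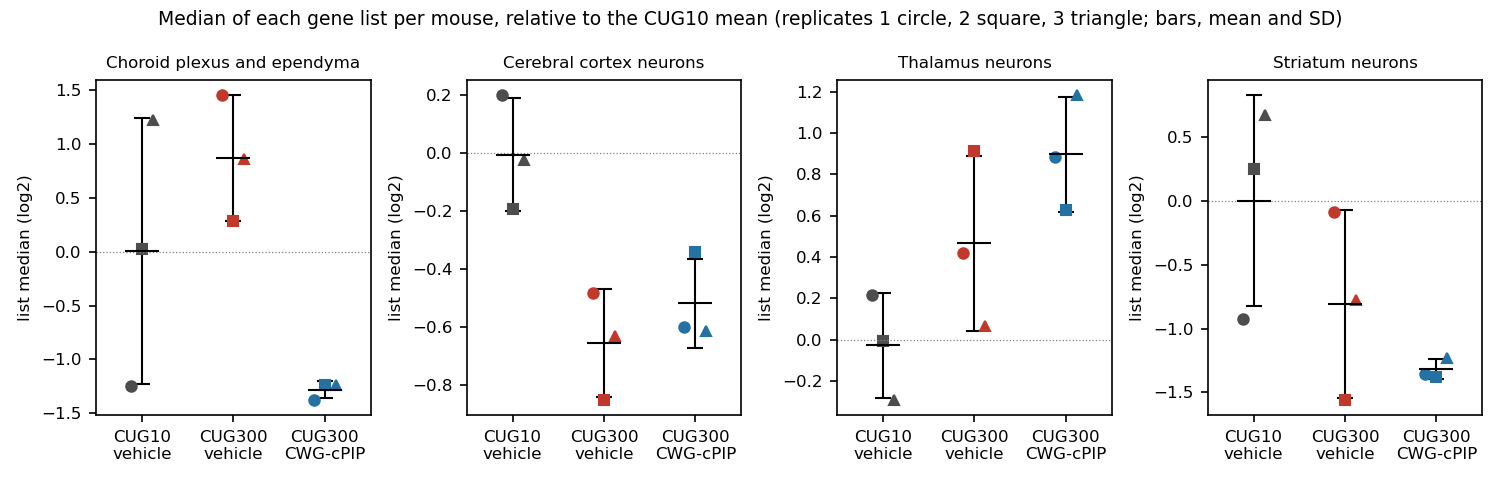
The same measure (log2, vertical axis) for markers of choroid plexus, cerebral cortex, thalamus and striatum in the 3 groups; bars are mean and SD, and points are single mice. Choroid plexus markers lie at −1.37, −1.23 and −1.23 in the CWG-cPIP-treated mice and at −1.24, 0.03 and 1.23 in CUG10 mice.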

Gene enrichment analysis further suggested that, while downregulated genes in CUG300 mice contribute to synaptic and cognitive functions, upregulated genes participate in the immune response (Figure 6, C and D).

### CWG-cPIP improves behavioral and pathological impairments in a genetic mouse model of HD.

Finally, we assessed the potential of i.c.v. administration of CWG-cPIP to alleviate neurological symptoms and pathology in R6/2 mice, a commonly used genetic mouse model of HD to evaluate new drugs against this disease (45, 46). Prior to this, we validated the nuclear translocation, cell damage, and off-target effects of i.c.v. administered CWG-cPIP. FITC-labeled CWG-cPIP (664 μg/kg) was bilaterally injected into the lateral ventricles of WT mice, and its tissue distribution in the striatum, the region most affected by HD pathology, was examined (11). We observed the signal in the cell nuclei of the striatum, and it remained detectable for at least 7 days. Furthermore, we observed no cell damage based on cleaved caspase-3 immunoreactivity (Supplemental Figure 9). In addition, RNA-Seq analysis revealed no differentially expressed genes in the striatum 21 days after administration of CWG-cPIP (Supplemental Figure 3C and Supplemental Data File 5).

Next, R6/2 mice were administered CWG-cPIP (664 μg/kg) i.c.v., and rotarod and hind limb clasping tests were conducted 1 week later. Striatal tissue was used for biochemical and immunohistochemical analysis after another week (Figure 7A). In the behavioral tests, R6/2 mice were impaired in motor skill learning over trials and showed severe clasping phenotypes in the hind limbs, and these neurological symptoms in R6/2 mice were significantly improved by CWG-cPIP (Figure 7, B and C). We then examined the effects of CWG-cPIP on the production of the pathogenic human *HTT* transgene and endogenous mouse *Htt* in R6/2 mice using reverse transcription quantitative PCR (RT-qPCR) analysis. CWG-cPIP had inhibitory effects on *HTT* transgene transcript expression but had no effect on endogenous *Htt* transcript levels (Figure 7D). We also analyzed the effects of CWG-cPIP by histochemistry. MW8-positive HTT aggregates were found to accumulate in the striatum of R6/2 mice, colocalizing with K63-specific ubiquitin, which promoted HTT aggregation (47). CWG-cPIP substantially reduced the K63-ubiquitinated HTT aggregates (Figure 7E).

## Discussion

In this study, we identified CWG-cPIP as a candidate compound for CWG repeat diseases. We demonstrate that CWG-cPIP exhibited high binding affinity for CWG DNA and was preferentially active on repeat-expanded DNA. CWG-cPIP markedly suppressed the production of pathogenic CUG RNA foci and polyQ in neurons, ameliorating neuronal dysfunction and cognitive impairment in AAV-mediated CWG repeat–expressing mice. Furthermore, the production of pathogenic *HTT* mRNA and protein was attenuated in R6/2 mice, a genetic model of HD. In addition, CWG-cPIP exhibits many useful properties, including negligible toxicity, easy nuclear translocation without the need for DDS, and few off-target effects and may be used as a therapeutic agent for CWG repeat diseases.

Although CWG repeat diseases have been known for several decades, their pathological mechanisms are unclear, and no standard treatment has been established to date. Recent studies have identified the pathological hypotheses of RNA toxicity, polyQ toxicity, and RAN translation in the manifestation of CWG repeat diseases (3, 5). On the basis of these findings, several therapeutic approaches have been developed, including pharmacological compounds, stem cell–based therapies, and gene therapies (48, 49). CRISPR/Cas9 system–mediated genome editing has been shown to eliminate the expanded CWG repeat DNA in DM1 (50, 51) and HD (52–55). However, when DNA breaks occur near repeat sequences, the repair machinery is activated, which leads to expansion growth and may cause further mutation of the repeats (56). Alternatively, CRISPR-based technologies capable of perturbing CWG repeat RNA have been extensively evaluated as potential therapeutics (57–59). However, because Cas proteins are bacterial in origin, they can be recognized as foreign by the immune system, and long-term expression may trigger an autoimmune response (60).

Elimination of the pathogenic repeat RNAs using ASOs may avoid these issues (26). Preclinical and clinical trials are currently underway for ASO therapeutics that target pathogenic RNAs in CWG repeat diseases (27). Clinical trials using ASOs for HD are the most advanced in terms of restoring brain function, however, a series of recent ASO trials have been terminated. In 2021, Roche announced the early completion of a phase III trial of its ASO drug for HD, tominelsen (28). Wave Life Sciences also reported that the 2 ASO candidates for HD did not slow the disease progression in phase I/II clinical trials (29). Several factors may have contributed to these failures. For example, ASOs may cause problems by suppressing the production of normal and mutant forms of HTT (61), or ASOs may not even reach the appropriate areas of the brain (62). Moreover, because ASOs are easily degraded by nucleases, suitable chemical modifications or DDSs are required for their therapeutic applications.

Here, we demonstrated that CWG-cPIP is a potential therapeutic agent for solving the clinical challenges associated with CRISPR and ASO technologies owing to its DNA sequence specificity, repeat length preference, nuclear localization, and low toxicity. Furthermore, RNA-Seq analysis using external standards revealed that CWG-cPIP had no significant effect on global transcription. Notably, PIPs are completely resistant to nucleases (63) and can be delivered into tissues without a DDS. Although we demonstrated the efficacy of brain parenchymal and i.c.v. administration of CWG-cPIP in mouse models, the efficacy of intrathecal administration is yet to be established. Bypassing the blood-brain barrier, intrathecal administration enables the direct delivery of therapeutic agents into the cerebrospinal fluid, which circulates within the brain to ensure delivery to the brain regions needing therapy. Although more invasive, this approach allows the administration of lower doses than those required for systemic deliveries, minimizing the risk of toxicity; the i.v. dose must be approximately 100 times higher than the i.c.v. dose (64). The most promising results for ASO-based therapy have been obtained through direct ASO administration via intrathecal delivery of agents such as the FDA-approved nusinersen for spinal muscular atrophy (65). The versatility of PIPs, attributed to their ease of synthesis and modification, has led to the establishment of venture companies in the United States (GeneLab, GeneSoft, and Design Therapeutics), the United Kingdom (Spirogen), and Japan (Gentier Biosystems, Regugene) for the medical application of PIPs. Notably, DT-216, a PIP that facilitates the transcription of repressive GAA repeats to enhance frataxin expression in Friedreich’s ataxia, is currently undergoing phase I clinical trials (NCT05285540) (66). CWG-cPIP can serve as a lead compound for the synthesis of an ideal therapeutic for efficient and specific elimination of pathogenic repetitive transcripts through collaboration between industry and academia.

HD has long been recognized as a cause of neuronal death, mainly resulting in striatal atrophy and degeneration of the medium spiny neurons (67). The hippocampus is also a pathological region in HD, and impaired cognitive function related to the hippocampus is believed to contribute to disease onset (68, 69). Although DM1 research has predominantly focused on progressive muscle weakness and myotonia, interest in the neurological aspects of DM1 has grown in recent years because of their impact on the quality of life of DM1 patients (70). Brain imaging in patients with DM1 has revealed white matter abnormalities, extensive gray matter atrophy, and hypometabolism in the frontal lobe (71). In addition, executive, memory and visuospatial deficits are associated with a decrease in total brain volume (72). As in skeletal muscles, nuclear CUG RNA foci colocalized with MBNL1 and MBNL2 have been detected in the brains of patients with DM1, and loss of function of MBNL proteins due to their sequestration is a key factor in DM1 neuropathology. *Mbnl1*- and *Mbnl2*-KO mice recapitulate some DM1 neuropathological phenotypes, including dysregulated RNA processing and spatial learning deficits (73, 74).

We found that endogenous MBNL1 was localized in the nucleus and cytoplasm in CUG10 mouse brains without CUG RNA foci, however, in CUG300 mouse brains, characteristic nuclear RNA foci had formed, which sequestered MBNL1 (Figure 6A). In addition, the hippocampi of CUG300 mice showed alternative splicing defects compared with those of CUG10 mice (Figure 6B). Based on these results, the CUG300 mouse could be considered a murine model that reflects the brain dysfunction of human DM1. Although we could not address the direct involvement of splicing abnormalities and neurodegeneration, misspliced candidates, such as *GRIN1*, *MAPT*, and *APP*, have been reported in the DM1 brain (21). Exons 2 and 10 of *MAPT* are misspliced in DM1 brains, resulting in the preferential accumulation of the 0N3R isoform (75). Missplicing of *MAPT* leads to tauopathy, with tau aggregation and neurofibrillary tangles (76). Furthermore, multiple protein deposits, including granulovacuolar degeneration and skein-like ubiquitin-positive inclusions, have been observed in DM1 brains (77). 

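Some markers shared by neurons, and 2 markers of CA1 pyramidal neurons, were lower in CUG300 mice given vehicle than in CUG10 mice. Of 13 general neuron markers, 4 were lower, 0 higher and 9 did not pass (9 lower adjusted over the list alone; median −0.42), and the neurofilament genes Nefl and Nefh fell by 0.54 and 0.57 (camera adjusted p = 2.06e-05 for the list, but adjusted p = 0.233 with an estimated correlation). Of 17 voltage-gated channels, 2 were lower and 15 did not pass (14 lower adjusted over the list alone; median −0.57). The potassium channel Kcnq5 fell by 0.84 (SE 0.13, limma adjusted p = 0.0207), and the sodium channel Scn1a had −1.04 (SE 0.36, limma adjusted p = 0.091). Camera gave the channels an adjusted p of 5.97e-07, but adjusted p = 0.239 with an estimated correlation. Fry gave adjusted p = 0.0112 for the neuron list and 0.0220 for the channels.
Among the 6 markers of CA1 pyramidal neurons, the site of injection, Fibcd1 and Mpped1 were lower, by 0.80 and 0.76, and 4 did not pass (2 lower adjusted over the list alone; median −0.21, camera adjusted p = 0.0693). Wfs1, another CA1 marker, had −0.02, 0.037 after quantile scaling and −0.11 to 0.04 without single mice (limma adjusted p = 0.935). Without CUG10 replicate 2, CUG300 vehicle replicate 1 or CUG300 vehicle replicate 3, the CA1 list passed, at adjusted p = 0.0439, 0.043 and 0.0359. Of 5 CA3 and 6 dentate granule neuron markers limma called 0, with 1 of each at an unadjusted p under 0.05 (medians −0.07 and 0.06, camera adjusted p = 0.604 and 0.664). Of 10 markers of GABAergic interneurons 0 passed, with 5 lower at an unadjusted p under 0.05 and 5 lower adjusted over the list alone (median −0.49, camera adjusted p = 0.00217, but adjusted p = 0.233 with an estimated correlation). Activity-regulated immediate early genes had 1 of 14 lower, the transcription factor Npas4, and 13 not passing (1 lower adjusted over the list alone; median 0.17, camera adjusted p = 0.875). Genes of human CAG or CTG repeat disease had 2 of 13 lower, Jph3 and Ppp2r2b, and 11 not passing (2 lower adjusted over the list alone; median −0.19, camera adjusted p = 0.0529, and 0.0228 without CUG300 vehicle replicate 2). Of 17 genes of MBNL, CELF and other splicing regulators, 2 were higher, 1 lower and 14 did not pass (2 and 1 adjusted over the list alone; median −0.09, camera adjusted p = 0.687, and in the other direction with quantile scaling at 0.522), and Ptbp1, a repressor of neuronal exons, rose by 0.79. The CA3, dentate, immediate early gene and splicing regulator lists, none of them called, turned direction when single mice were left out (adjusted p between 0.0652 and 0.929).
With CWG-cPIP against vehicle in CUG300 mice, limma called 0 members of these lists. Medians were 0.20 for neurons and 0.35 for channels, with 2 and 6 members higher at an unadjusted p under 0.05. For CA1 and GABAergic neurons, medians were 0.26 and 0.22, with 3 and 4 members higher and 0 and 1 lower at an unadjusted p under 0.05. Adjusted over the list alone, 3 CA1 and 0 GABAergic members were higher. Camera called these 4 lists (adjusted p = 0.000994, 3.96e-06, 0.00524 and 0.0296), each with adjusted p = 0.374 with an estimated correlation. The CA1 call ended without CUG300 vehicle replicate 2 (adjusted p = 0.165) and without CWG-cPIP replicate 3 (0.063), and the GABAergic call without CUG300 vehicle replicate 2 (0.337) and without CWG-cPIP replicate 2 (0.0709). Immediate early genes had a median of −0.76, with 4 lower at an unadjusted p under 0.05 (camera adjusted p = 1.78e-05, but adjusted p = 0.374 with an estimated correlation). Medians of repeat disease genes and splicing regulators were 0.22 and 0.10, with 2 and 3 members higher and 0 and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.00155 and 0.0341, but adjusted p = 0.374 with an estimated correlation). The median of CA3 genes was −0.06 and that of dentate genes 0.51, with 0 members at an unadjusted p under 0.05 (camera adjusted p = 0.582 and 0.0749, and 0.00221 for the dentate list without CUG300 vehicle replicate 2).
Markers of neurons outside the hippocampus were measured as well. Of 13 markers of cerebral cortex neurons, 4 were lower in CUG300 mice given vehicle and 9 did not pass (8 lower adjusted over the list alone; median −0.71), among them the transcription factor Tbr1 at −0.97 (camera adjusted p = 1.78e-05, but adjusted p = 0.233 with an estimated correlation). Of 14 thalamus markers 0 passed, with 4 higher at an unadjusted p under 0.05 (median 0.38, camera adjusted p = 0.0237, but adjusted p = 0.53 with an estimated correlation, and 0.107 without CUG10 replicate 3 and 0.476 without CUG300 vehicle replicate 2 at the preset one). Of 8 striatum markers 0 passed and 0 had an unadjusted p under 0.05 (median −0.74, camera adjusted p = 0.0213, but adjusted p = 0.508 with an estimated correlation). The striatum call ended without CUG10 replicates 2 or 3 or CUG300 vehicle replicate 2 (adjusted p = 0.0555, 0.13 and 0.207) and with median centering (0.0549). For CWG-cPIP against vehicle, medians were 0.05 for cortex (mean −0.01), 0.41 for thalamus and −0.60 for striatum, with 1, 7 and 0 members higher and 1, 0 and 0 lower at an unadjusted p under 0.05 (camera adjusted p = 0.399, 7.88e-05 and 0.0655, and for thalamus adjusted p = 0.374 with an estimated correlation). Adjusted over the list alone, 2 thalamus members were higher. The genes named here lost their calls without any single CUG10 mouse and without CUG300 vehicle replicate 3. Supplemental Data File 4, chosen on these mice, holds 4 of the neuron, 2 of the channel, 2 of the CA1 and 8 of the cortex markers, and these counts are not independent evidence.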

Gene ontology enrichment analysis revealed that synaptic and cognitive functions were dysregulated in CUG300 mice (Figure 6C), consistent with the results of behavioral and electrophysiological analyses (Figures 3 and 4). 

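Most markers listed for T cells, monocytes and reactive glia were higher in CUG300 mice given vehicle than in CUG10 mice. Of 19 T cell genes, 13 were higher and 6 did not pass (18 higher adjusted over the list alone), with a median log2 fold change of 1.18 (camera adjusted p = 2.59e-10, but adjusted p = 0.262 with an estimated correlation). Gzmb, a protease of cytotoxic granules, rose as well (limma adjusted p = 0.0246), Icos, a costimulatory receptor, rose by 1.90 and Cd3d, a chain of the T cell receptor complex, by 1.55 (limma adjusted p = 0.0476), while Cd3e had 0.75 (limma adjusted p = 0.0595). Of 6 genes of B and plasma cells, 3 were higher and 3 did not pass (6 higher adjusted over the list alone; median 1.11), and Jchain, which joins antibodies of secreted classes, rose by 3.95 (camera adjusted p = 0.000161, but adjusted p = 0.262 with an estimated correlation). Of 10 genes of monocytes and border macrophages, 7 were higher and 3 did not pass (7 adjusted over the list alone; median 2.51), among them the chemokine receptor Ccr2 at 2.82 (camera adjusted p = 1.70e-06, but adjusted p = 0.233 with an estimated correlation). Fry gave adjusted p = 0.0265, 0.0266 and 0.00982 for the T cell, the B and plasma cell and the monocyte lists. Of the 11 neutrophil genes, 10 were among the genes listed for each mouse, and none of these reached the minimum expression.
Complement genes were higher in 14 of 15 cases and 1 did not pass (14 adjusted over the list alone; median 1.67, camera adjusted p = 6.48e-11, but adjusted p = 0.233 with an estimated correlation). C1qa, a part of the first complement component, rose by 1.38 (SE 0.28, limma adjusted p = 0.0249) and Cfb, of the alternative pathway, by 3.88. Of 25 genes of reactive microglia and macrophages, 17 were higher and 8 did not pass (21 adjusted over the list alone; median 1.38, camera adjusted p = 4.71e-11, but adjusted p = 0.252 with an estimated correlation), including the galectin Lgals3 at 3.14 and the antibody receptor Fcgr4 at 2.91. Of 12 genes of homeostatic microglia, 4 were higher and 8 did not pass (5 adjusted over the list alone; median 0.23), with Tmem119 up by 0.77 and P2ry12 at −0.34 (limma adjusted p = 0.4). Camera called the homeostatic list (adjusted p = 0.0238, but adjusted p = 0.295 with an estimated correlation). The call ended without CUG10 replicate 3 (0.0652), without CUG300 vehicle replicate 2 (0.0971) and without the genes of Supplemental Data File 4 (0.717). It also ended with the replicate number as a block.
Of 20 genes of reactive astrocytes, 14 were higher and 6 did not pass (18 adjusted over the list alone; median 1.46, camera adjusted p = 3.29e-11, but adjusted p = 0.233 with an estimated correlation). Gfap, the intermediate filament of astrocytes, lies on chromosome 11 from 102887336 to 102897200 and had log2 values of 14.00 ± 0.34 in CUG10 mice, 15.20 ± 0.15 in CUG300 mice given vehicle and 14.80 ± 0.50 with CWG-cPIP. Vim, another intermediate filament, rose by 1.70 and the hyaluronan receptor Cd44 by 2.88. Of 10 general astrocyte markers, the water channel Aqp4 rose by 0.91 and 9 did not pass (3 higher adjusted over the list alone; median −0.28, camera adjusted p = 0.856), and the list's direction was higher rather than lower with median centering (adjusted p = 0.953) and with quantile scaling (0.593), and it turned without single mice (0.542 to 0.986).
With CWG-cPIP against vehicle in CUG300 mice, limma called 0 members of these lists, and 5 or fewer of any list had an unadjusted p under 0.05. Medians were −0.53 for T cells, −0.79 for B and plasma cells (5 lower adjusted over the list alone), −1.06 for monocytes, −0.60 for complement, −0.66 for reactive microglia, −0.77 for reactive astrocytes and 0.36 for general astrocytes. Camera adjusted p-values of these 7 lists were between 1.12e-06 and 0.0424, but adjusted p = 0.374 with an estimated correlation for each. The homeostatic list had a median of −0.05 (camera adjusted p = 0.375). The monocyte call ended without CUG300 vehicle replicate 2 (adjusted p = 0.165) and without CUG300 vehicle replicate 3 (0.102), and that of general astrocytes without CUG300 vehicle replicates 1 and 3 (0.0804 and 0.16) and without CWG-cPIP replicates 1 and 2 (0.101 and 0.0564).
The authors' Supplemental Data File 4, chosen on these mice, holds 16 of the T cell, 14 of the complement, 17 of the reactive microglia and 16 of the reactive astrocyte genes, so these counts are not independent evidence. Without its genes the T cell list had an adjusted p of 0.0874 against CUG10 mice and 0.19 with CWG-cPIP, and the reactive microglia list 0.0874 against CUG10 mice. Leaving out any one CUG10 mouse, or CUG300 vehicle replicate 3, ended the call of every gene named here. Choroid plexus markers, with a mean log2 value of 7.05 to 9.70 in CUG10 mice, had 8.81 to 9.99 in CUG300 mice given vehicle and 7.16 to 7.27 with CWG-cPIP.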

Interestingly, the dysregulated genes in CUG300 mice were also enriched in the immune system (Figure 6D). Consistent with this, upregulated genes in the lens epithelia of patients with DM1 were enriched in the innate immune response, and the changes in the immune response system have been suggested to correlate with disease severity (78, 79). Immune dysfunction, such as T cell activation and cytokine production, is also a key event in neurodegenerative diseases, including Alzheimer’s disease and Parkinson’s disease (80). The relationship between splicing abnormalities and the immune system with neurodegeneration in the DM1 brain should be further studied.

We used AAV-treated mice as a model of CWG repeat diseases, as they are suitable as a short-term model for in vivo drug efficacy evaluation. An AAV-induced model manufactured to express Q97-GFP in the adult rat brain has been shown to rapidly form nuclear polyQ aggregates in neurons (81), which is similar to what we observed in Q74 mice (Supplemental Figure 8). Moreover, we established a new AAV-induced CTG repeat–expressing model (CUG300 mice), in which a (CTG)_300_ repeat was inserted into the 3′-UTR of *Egfp* mRNA. Notably, histological analysis revealed that CUG300 mice had much greater neuronal damage than did Q74 mice (Figure 5). The histological results were consistent with the significantly reduced basal synaptic transmission of input-output relationships in CUG300 mice compared with those in CUG10 mice (Figure 4). Furthermore, treatment with CWG-cPIP restored the splicing defects, synaptic dysfunction, and memory impairment observed in CUG300 mice. To further explore the clinical potential of drug effects, we investigated CWG-cPIP effects using R6/2 mice as a more clinically relevant model (46). Notably, we found that CWG-cPIP remarkably inhibited the production of pathogenic HTT mRNA and protein as early as 2 weeks after administration (Figure 7). However, since human DM1 and HD slowly progress through neurodegeneration over the decades, it would be difficult to detect human-like changes in disease progression through overexpression systems using AAV-infected mice and transgenic mice. Other limitations of this study include the lack of long-term evaluation of CWG-cPIP. ASO and CRISPR/Cas13 have been evaluated in HD animal models over a wide range of treatment durations from 1 week to several months and have been reported to improve neurological symptoms by eliminating mutant *HTT* mRNA (59, 82, 83) but have not yet been clinically successful. Further studies are thus needed to address whether CWG-cPIP is effective against more pathological conditions similar to those seen in patients, including endogenous pathogenic repeat DNA, using induced pluripotent stem cells and CWG repeat–knockin models with more slowly progressive symptoms such as zQ175 mice (46) and those harboring DMPK with (CTG)_480_ repeats (84).

In conclusion, we demonstrated that CWG-cPIP is a safe therapeutic candidate for CWG repeat diseases that effectively suppresses pathogenic CUG RNA foci and polyQ at the transcriptional level. CWG-cPIP exhibits high binding capacity for the CWG repeat DNA sequence, and its administration substantially restored the molecular, physiological, and behavioral impairment associated with CWG repeat diseases. The long-term efficacy and efficiency of intrathecal administration of CWG-cPIP need to be investigated in the future using large mammalian models.

## Methods

### Study design.

The present study aimed to assess the effects of CWG-cPIP on CWG triplet repeat diseases. To this end, we designed in cellulo and in vivo models based on disease pathology and conducted in vitro studies to assess the affinity and specificity of CWG-cPIP binding to targeted DNA sequences, including in the Neuro-2a cell line, mouse primary cultured neurons, and patient-derived fibroblasts and iNeurons.

WT mice (C57BL/6J and ICR; Japan SLC) were housed under climate-controlled conditions on a 12-hour light/12-hour dark cycle and were provided standard food and water ad libitum. Male R6/2 mice were purchased from The Jackson Laboratory (stock no. 006494). To maintain this strain, R6/2 Tg sperm were fertilized in vitro using C57BL/6J eggs and implanted into ICR mice. The pups were regularly genotyped for the human HTT exon 1 transgene and the length of the CAG repeat. The average CAG repeat length in the R6/2 mice used in this study was 124 (maximum, 132; minimum, 121). WT littermates were used as controls and were housed in mixed-genotype and single-sex cages under the conditions described above. All experiments using animals and human samples followed the institutional guidelines and were approved by the institutional committee. Because mice with a WT C57BL/6 background show significant differences based on sex in object and spatial recognition (85), AAV models were consistently developed using male mice. However, as there was no sex difference in the decline pattern of motor performance or the amount of mutant HTT in the brain of R6/2 mice (86), both sexes were used for this study. R6/2 mice aged 7–9 weeks and their WT counterparts were used for i.c.v. administration of CWG-cPIP.

Animal models were established by expressing disease-causing repeat DNA using an AAV system in addition to a genetically engineered HD mouse model. Animals were randomly assigned to treatment groups, and investigators were blinded to the group allocation during behavioral analysis. The sample size was empirically determined on the basis of pilot and previous studies with the relevant fields reported in the literature. No data were excluded as outliers. The statistical data are summarized in Supplemental Data File 6. Detailed methods are described in the Supplemental Methods.

### Statistics.

All values are expressed as the mean ± SEM unless otherwise indicated. Statistical significance of differences among groups was tested by 1-way or 2-way ANOVA with post hoc Bonferroni’s multiple-comparison test. Comparisons between 2 experimental groups were performed using a 2-sided, unpaired Student’s *t* test. Statistical significance was set at a *P* value of less than 0.05. All statistical analyses were performed using GraphPad Prism 7 (GraphPad Software).

### Study approval.

Animal studies were conducted in accordance with Kumamoto University institutional guidelines. Ethics approval was obtained from the IACUC of the Kumamoto University Environmental and Safety Committee (approval no. A2020-022). Human fibroblasts were obtained from the NIGMS Human Genetic Cell Repository at the Coriell Institute for Medical Research with approval for use given by the research ethics committee of Kumamoto University (approval no. 1842).

### Data availability.

Values for all data points in graphs are reported in the Supplemental Supporting Data Values file. All statistical data are shown in Supplemental Data File 6. The raw data from the RNA-Seq analysis are available in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE210839). Additional data related to this work may be requested from the corresponding author upon reasonable request.

## Author contributions

HS and NS conceived the study. SI, KM, YY, KK, SA, KH, SU, and YH performed the experiments. TB, KA, and HS provided the resources. TB, MU, HS, and NS supervised the study. SI, KM, and NS wrote the original draft, and all authors reviewed and edited the manuscript. The order of the co–first authors’ names was decided on the basis of the level of involvement of SI from the conception of the study.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Supplemental data set 5

Supplemental data set 6

Supporting data values

## Figures and Tables

**Figure 1:**
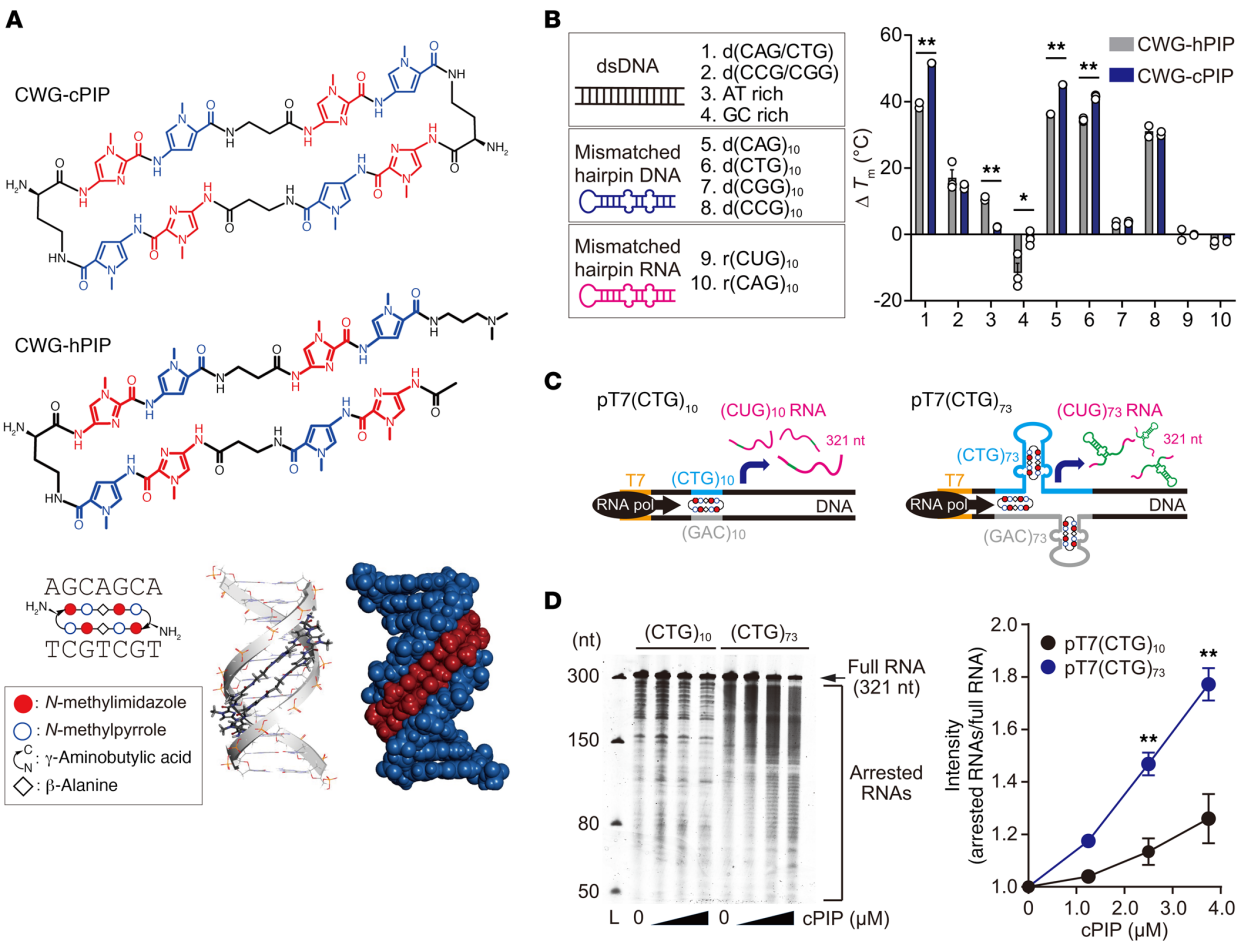
Transcriptional inhibition of CWG repeat DNA by CWG-cPIP. (**A**) Chemical structure of CWG-cPIP and CWG-hPIP; a schematic illustration of DNA sequence recognition of CWG-cPIP (bottom left); and molecular models of CWG-cPIP/double-stranded CWG-DNA complex by computer-assisted molecular simulation. (**B**) Nucleic acid sequences used for the *T*_m_ assay and quantification of Δ*T*_m_. The number on the *x* axis corresponds to the nucleic acid sequence on the left legend. *P < 0.05 and **P < 0.01, by 2-sided, unpaired Student’s *t* test. *n* = 2 [1. d(CAG/CTG); 3. AT rich; 5. d(CAG)_10_; 7. d(CGG)_10_; 9. r(CUG)_10_; 10. r(CAG)_10_]; *n* = 3 [2. d(CCG/CGG); 4. GC rich; 6. d(CTG)_10_; 8. d(CCG)_10_]. (**C**) Schematic representation of the in vitro transcription arrest assay. (**D**) Representative urea polyacrylamide gel electrophoresis for the in vitro transcription arrest assay (left). CWG-cPIP concentrations were 1.25, 2.5, and 3.75 μM. The arrow and bracket represent transcribed full-length RNAs and arrested-form RNAs, respectively. Graph on the right shows quantification of the arrested RNAs. **P < 0.01, by 2-way ANOVA with Bonferroni’s multiple-comparison test. *n* = 3 each. L, ladder; nt, nucleotide. Data represent the mean ± SEM. Statistical data are provided in Supplemental Data File 6.

**Figure 2:**
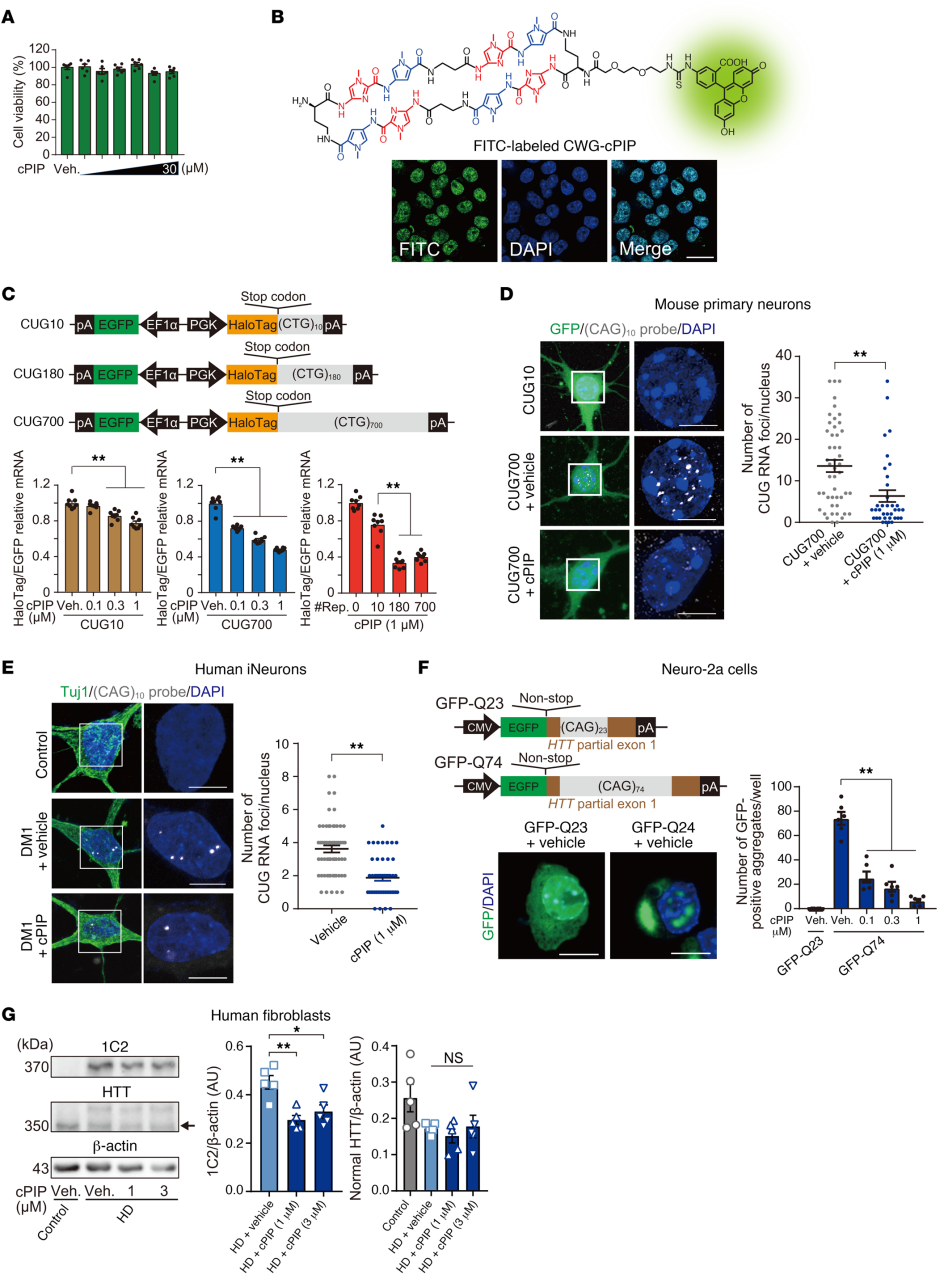
Attenuation of pathogenic CUG RNA foci and polyQ aggregates in DM1 and HD cell models by CWG-cPIP treatment. (**A**) Cell viability assay in Neuro-2a cells treated with CWG-cPIP at concentrations of 0.1, 0.3, 1, 3, 10, and 30 μM. Statistics were performed by 1-way ANOVA with Bonferroni’s multiple-comparison test. *n* = 6 each. (**B**) Chemical structure of FITC-labeled CWG-cPIP and representative confocal images of FITC-labeled CWG-cPIP. Nuclei were counterstained with DAPI (blue). Scale bar: 20 μm. (**C**) Schematic representation of constructs used for RT-qPCR in cellulo and quantification of HaloTag mRNA levels. **P < 0.01, by 1-way ANOVA with Bonferroni’s multiple-comparison test. *n* = 8 each. #Rep., CUG repeat lengths. (**D**) Representative confocal images of CUG-RNA foci (white) in mouse primary neurons (scale bars: 5 μm) and quantification of CUG-RNA foci (right). **P < 0.01, by 2-sided, unpaired Student’s *t* test. CUG700 plus vehicle: *n* = 49 cells; CUG700 plus CWG-cPIP: *n* = 36 cells. (**E**) Representative confocal images of CUG-RNA foci (white) in DM1 patient–derived iNeurons (scale bars: 5 μm) and quantification of CUG-RNA foci. **P < 0.01, by 2-sided, unpaired Student’s *t* test. Vehicle: *n* = 61 cells; CWG-cPIP: *n* = 49 cells. (**F**) Schematic representation of constructs containing *Egfp* tagged with CAG repeat sequences in a coding region and representative confocal images of GFP-positive aggregates in Neuro-2a cells. Scale bars: 10 μm. Graph shows quantification of GFP-positive aggregates. **P < 0.01, by 1-way ANOVA with Bonferroni’s multiple-comparison test. *n* = 6 wells each. (**G**) Representative blots of lysates from HD patient–derived fibroblasts probed with 1C2 and HTT antibodies. Arrow indicates HTT products corresponding to the normal allele. Graphs show quantification of 1C2 and HTT. *P < 0.05 and **P < 0.01, by 1-way ANOVA with Bonferroni’s multiple-comparison test. *n* = 5 experiments each. Data represent the mean ± SEM. Statistical data are provided in Supplemental Data File 6. Veh., vehicle treatment.

**Figure 3:**
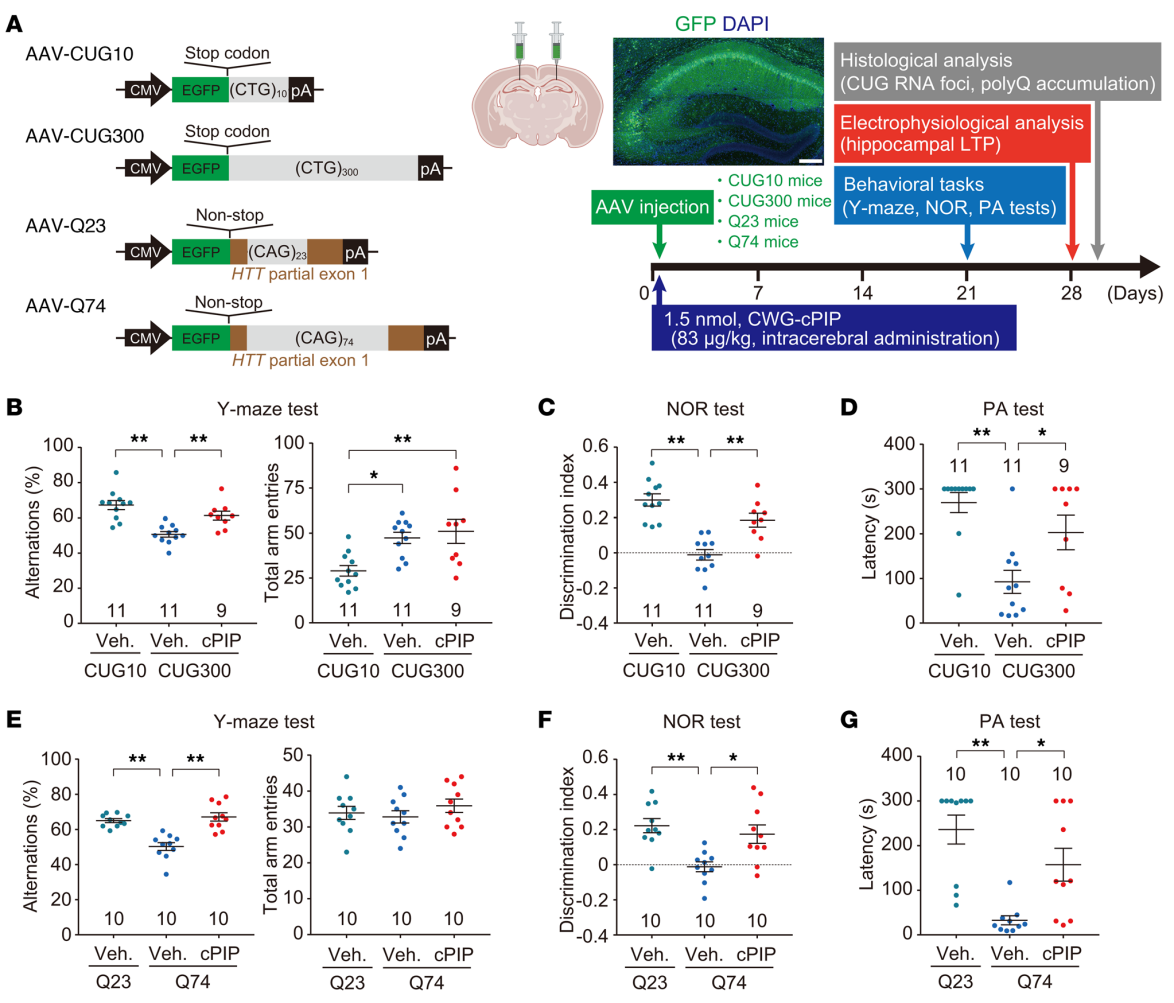
Amelioration of cognitive deficits observed in AAV-mediated CWG repeat–expressing mice by CWG-cPIP treatment. (**A**) Schematic representation of viral constructs used in in vivo experiments and experimental schedules and representative confocal image of GFP expression in the hippocampus of CUG10 mice. Scale bar: 200 μm. (**B** and **E**) Spontaneous alternation behaviors and locomotor activities in the Y-maze test. *P < 0.05 and **P < 0.01, by 1-way ANOVA with Bonferroni’s multiple-comparison test. CUG10 plus vehicle and CUG300 plus vehicle: *n* = 11 mice; CUG300 plus CWG-cPIP: *n* = 9 mice each (**B**); *n* = 10 mice each (**E**). (**C** and **F**) Discrimination indices for the NOR test sessions. *P < 0.05 and **P < 0.01, by 1-way ANOVA with Bonferroni’s multiple-comparison test. CUG10 plus vehicle and CUG300 plus vehicle: *n* = 11 mice; CUG300 plus CWG-cPIP: *n* = 9 mice each (**C**); *n* = 10 mice each (**F**). (**D** and **G**) Latency to enter the dark compartment in the PA test sessions. *P < 0.05 and **P < 0.01, by 1-way ANOVA with Bonferroni’s multiple-comparison test. CUG10 plus vehicle and CUG300 plus vehicle: *n* = 11 mice; CUG300 plus CWG-cPIP: *n* = 9 mice each (**D**); *n* = 10 mice each (**G**). Data represent the mean ± SEM. Statistical data are provided in Supplemental Data File 6.

**Figure 4:**
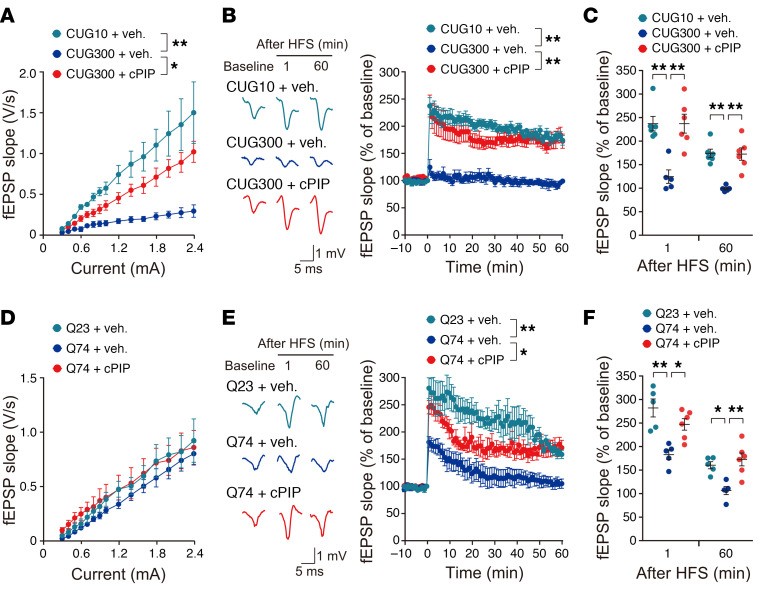
Mitigation of neuronal dysfunction observed in AAV-mediated CWG repeat–expressing mice following CWG-cPIP treatment. (**A** and **D**) Input-output curves generated from the field excitatory postsynaptic potential (fEPSP) slope in the hippocampal CA1 versus amplitude measured at increasing stimulus intensities. *P < 0.05 and **P < 0.01, by 2-way ANOVA with Bonferroni’s multiple-comparison test. CUG10 plus vehicle and CUG300 plus CWG-cPIP: *n* = 6 mice; CUG300 plus vehicle: *n* = 5 mice each (**A**); *n* = 5 mice each (**D**). (**B**, **C**, **E**, and **F**) Representative fEPSPs were recorded from the hippocampal CA1 region of mice (**B**, left; **E**, left). Representative fEPSP traces following HFS (**B**, right; **E**, right). (**C** and **F**) fEPSP slope changes following HFS at 1 or 60 minutes. **P < 0.01, by 2-way ANOVA with Bonferroni’s multiple-comparison test. CUG10 plus vehicle and CUG300 plus CWG-cPIP: *n* = 6 mice; CUG300 plus vehicle: *n* = 5 mice (**B** and **C**). *P < 0.05 and **P < 0.01, by 2-way ANOVA with Bonferroni’s multiple-comparison test. *n* = 5 mice each (**E** and **F**). Data represent the mean ± SEM. Statistical data are provided in Supplemental Data File 6.

**Figure 5:**
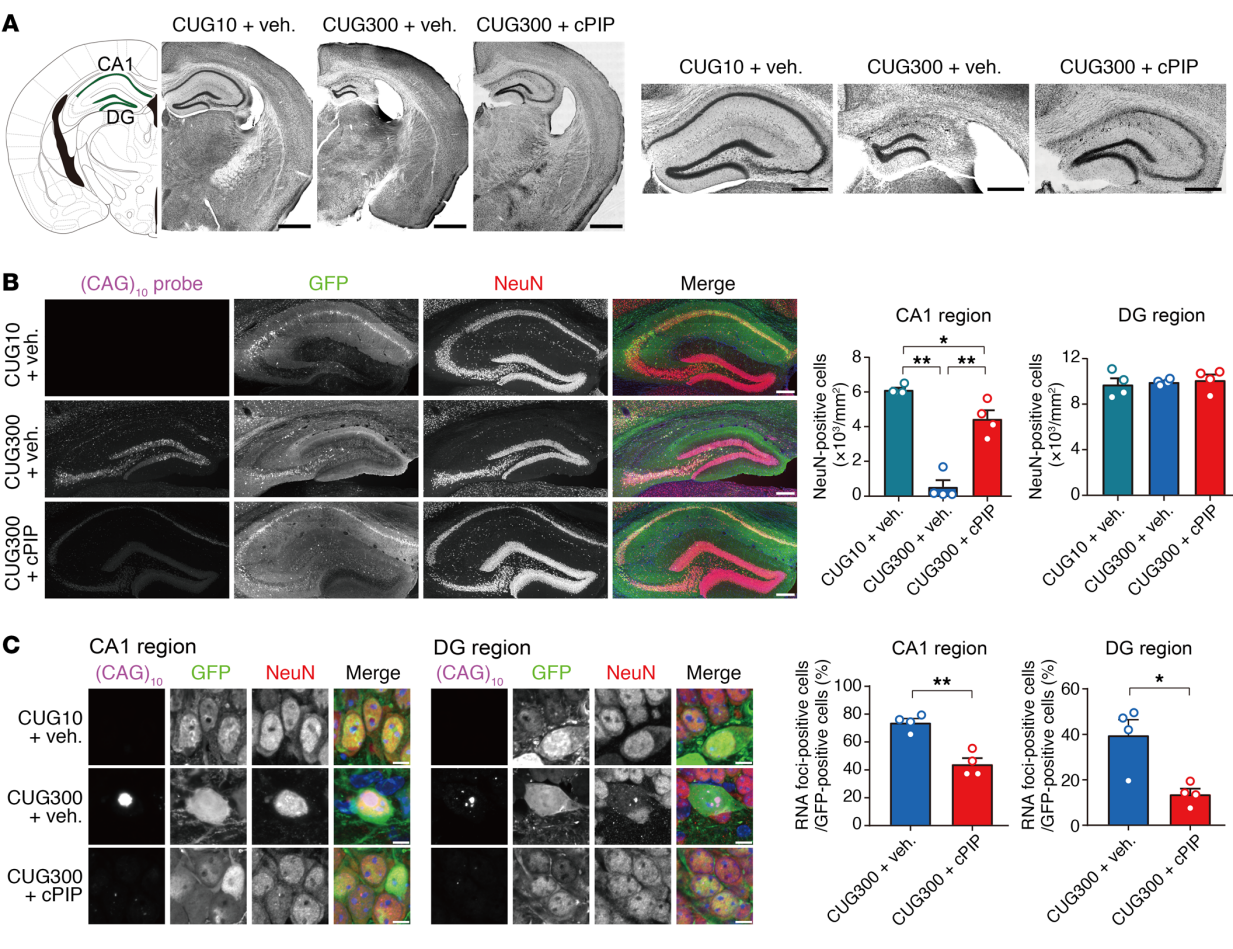
Inhibition of nuclear CUG RNA foci seen in CUG300 mice by CWG-cPIP treatment. (**A**) Representative confocal images of Nissl-stained sections. Scale bars: 1 mm (left) and 500 μm (right). (**B**) Representative confocal images of CUG-RNA (magenta), GFP (green), and NeuN (red) in the hippocampus and quantification of NeuN-positive cells in CA1 and DG regions. *P < 0.05 and **P < 0.01, by 1-way ANOVA with Bonferroni’s multiple-comparison test. *n* = 4 mice each, averaged from 3 independent replicates (*n* = 3 slices) per mouse. Scale bars: 200 μm. (**C**) Representative confocal images of CUG-RNA foci in the hippocampal CA1 and DG regions and their quantification. *P < 0.05 and **P < 0.01, by 2-sided, unpaired Student’s *t* test. *n* = 4 mice each, averaged from 3 independent replicates (*n* = 3 slices) per mouse. Scale bars: 5 μm. Data represent the mean ± SEM. Statistical data are provided in Supplemental Data File 6.

**Figure 6:**
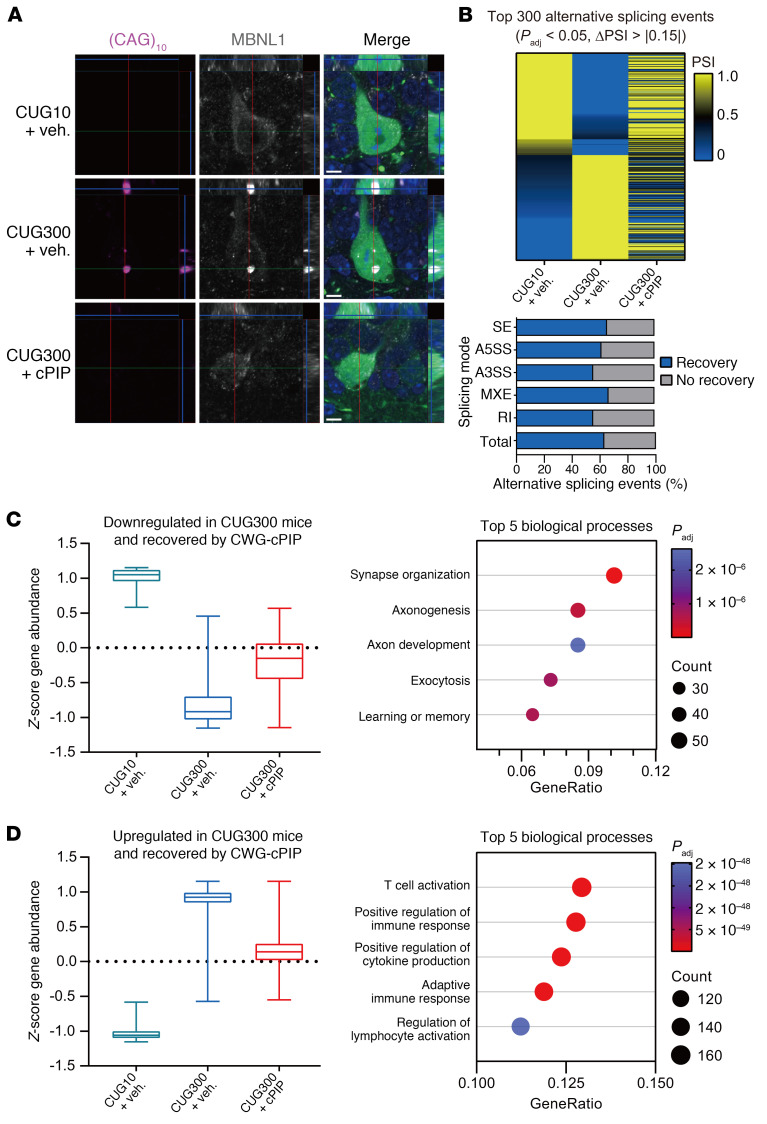
Restoration of splicing defects and gene expression changes seen in CUG300 mice following CWG-cPIP treatment. (**A**) Representative confocal images of CUG-RNA foci (magenta), MBNL1 (white), and GFP (green) in the hippocampus. Scale bars: 5 μm. (**B**) Heatmap of the top 300 (sorted by PSI of CUG10 mice) differential alternative splicing events and stacked bar chart showing the percentage of improvement over the total and each splicing mode in CUG300 mice after treatment with CWG-cPIP. *n* = 1 mouse each. Source data are provided in Supplemental Data File 3. (**C** and **D**) *Z* score–converted |expression levels of genes downregulated (**C**) and upregulated (**D**) in CUG300 mice and restored by CWG-cPIP treatment. Lines in the middle of the boxes indicate the median, and the top and bottom of the whiskers indicate the maximum and minimum values, respectively. Graphs on the right show the top 5 enriched gene ontology biological processes. *n* = 3 mice each. Source data are provided in Supplemental Data File 4. *P*_adj_, adjusted *P* value.

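The Z scores in Supplemental Data File 4 could be computed again from the rlog values: over the 547 of 549 downregulated and 1346 of 1349 upregulated genes whose symbols matched, the largest difference was 1.8e-05 and 1.9e-05. Median Z scores of the upregulated genes were −1.06 in CUG10 mice, 0.92 in CUG300 mice given vehicle and 0.14 with CWG-cPIP. Downregulated genes had 1.05, −0.92 and −0.15. With CWG-cPIP the mean moved from that of vehicle-treated CUG300 mice toward CUG10 mice for 1261 upregulated and 453 downregulated genes, and away for 85 and 94. It lay nearer to CUG10 mice than to CUG300 mice for 298 and 174 genes. For a fall of upregulated genes with CWG-cPIP limma called 0 genes, with 193 at an unadjusted p under 0.05 and 1 called without CWG-cPIP replicate 3 (Ccl8, named after its value was seen), and for a rise of downregulated genes 0, with 176.
The median upregulated gene was 0.95, 1.03 and 1.34 above the CUG10 mean (log2) in the 3 CUG300 mice given vehicle, and 0.61, 0.20 and 1.16 in CWG-cPIP replicates 1, 2 and 3. For downregulated genes the medians were −0.52, −0.48 and −0.61 with vehicle and −0.32, −0.22 and −0.45 with CWG-cPIP. Without CWG-cPIP replicate 3, the median Z score of upregulated genes with CWG-cPIP was −0.147, and without CWG-cPIP replicate 2 it was 0.409. For downregulated genes, it was −0.264 without CWG-cPIP replicate 2 and −0.0191 without CWG-cPIP replicate 3. These genes were selected on the same mice, so the values describe the selected genes and are not independent evidence of their direction.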

**Figure 7:**
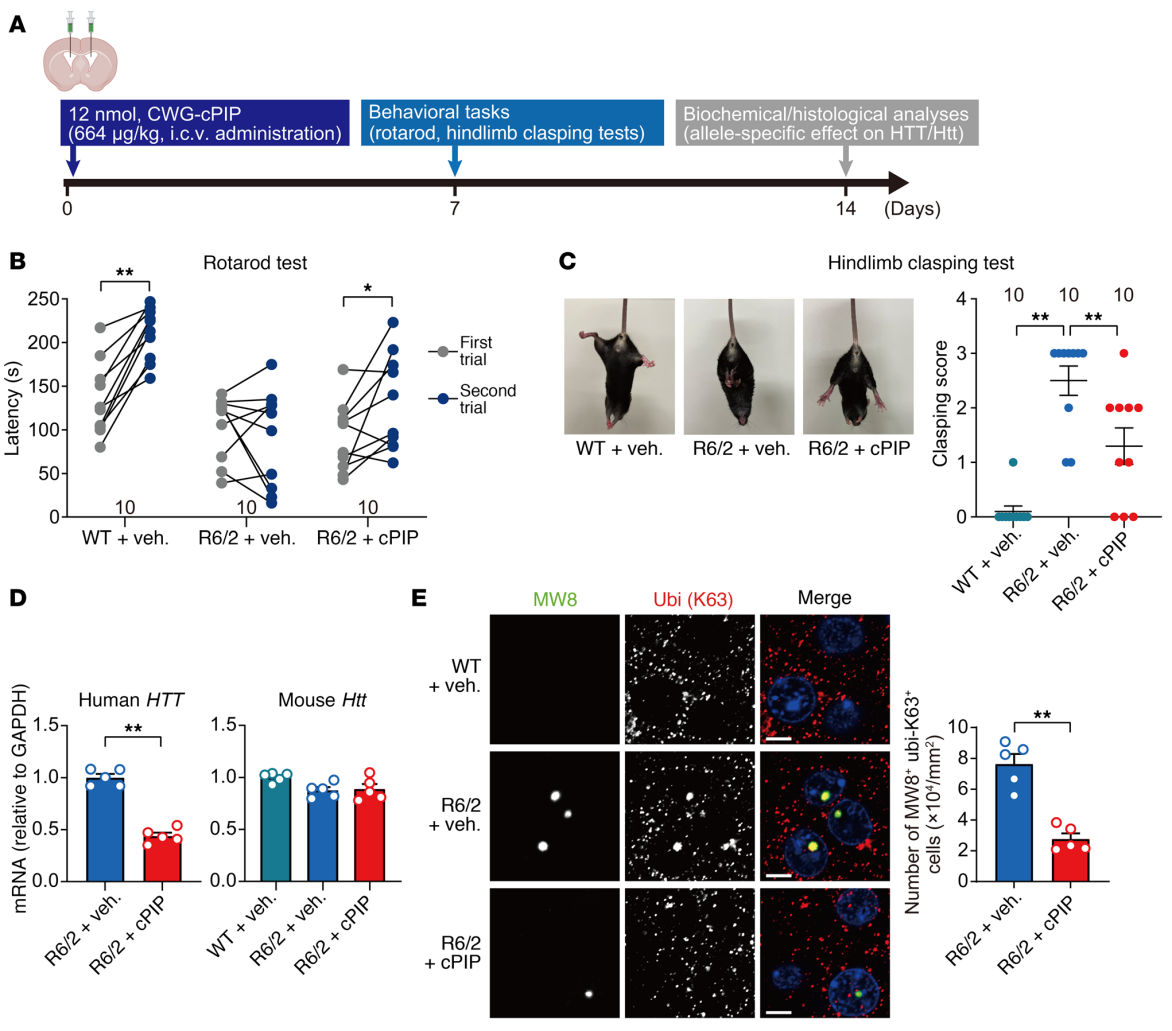
Improvement of neurological symptoms and pathology seen in R6/2 mice following CWG-cPIP treatment. (**A**) Experimental diagram of i.c.v. injection of CWG-cPIP into R6/2 mice and the corresponding schedule. (**B**) Latency to fall for each trial in the rotarod test. *P < 0.05 and **P < 0.01, by 2-sided, paired Student’s *t* test. *n* = 10 mice each. (**C**) Representative images of hind limb clasping and quantification of the clasping score in the hind limb clasping test. **P < 0.01, by 1-way ANOVA with Bonferroni’s multiple-comparison test. *n* = 10 mice each. (**D**) Quantification of endogenous mouse *Htt* and human *HTT* transgene mRNA levels in the striatum. **P < 0.01, by 2-sided, unpaired Student’s *t* test (left); multiple comparisons were performed by 1-way ANOVA with Bonferroni’s multiple-comparison test (right). *n* = 5 mice each. (**E**) Representative confocal images of MW8 and K63-ubiquitin in the striatum and quantification. Scale bars: 5 μm. **P < 0.01, by 2-sided, paired Student’s *t* test. *n* = 5 mice each, averaged from 12 replicates per 100 μm^2^ area each in 3 slices per mouse. Data represent the mean ± SEM. Statistical data are provided in Supplemental Data File 6.

# Supplementary material for: A cyclic pyrrole-imidazole polyamide reduces pathogenic RNA in CAG/CTG triplet repeat neurological disease models
**Source:** J Clin Invest. 2023 Nov 15;133(22):e164792. doi: 10.1172/JCI164792
**Supplement:** Supplemental data

## Supplemental materials:

### Methods

#### Synthesis of PIP compounds

The reagents and solvents were purchased from standard suppliers and used without further purification. HPLC analysis of the compounds was performed on a Jasco Engineering PU-2089 plus series system using a COSMOSIL 150×4.6 mm 5C<sub>18</sub>-MS-II Packed Column (Nacalai Tesque, Inc.) in 0.1% trifluoroacetic acid in water with acetonitrile as the eluent at a flow rate of 1.0 mL/min and a linear gradient elution of 0–100% acetonitrile in 40 min with detection at 254 nm. The collected fractions were analyzed using MALDI-TOF MS microflex-KS II (Bruker).

CWG-cPIP and CWG-hPIP were synthesized as reported previously (37) and purified using the CombiFlash Rf RFJ model with RediSep Rf 4.3 g C18 reverse-phase column (Teledyne Isco, Inc.).

To obtain FITC-labeled CWG-cPIP, Cbz-protected cPIP, cyclo-(-ImPyβImPy-(R)<sup>α</sup>-NH<sub>2</sub>-γ-ImPyβImPy-(R)<sup>α</sup>-NH-Cbz-γ-), was synthesized following procedures similar to those described previously (36). The crude sample was dissolved in *N,N*-dimethylformamide (DMF), and Fmoc-mini-PEG<sup>TM</sup> (1.5 equiv.; Peptides International, Inc.), pentafluorophenyl diphenylphosphinate (1.5 equiv.) and diisopropylethylamine (DIEA, 3 equiv.) were added to it, and the mixture was then stirred for 4 h at room temperature. The mixture was dropped into Et<sub>2</sub>O and subjected to centrifugation, following which Et<sub>2</sub>O was removed and the pellet was dried in vacuo. The Fmoc protecting group was removed by 20% piperidine/DMF treatment for 30 min at room temperature. The mixture was precipitated in Et<sub>2</sub>O and the

resulting powder was dried in vacuo. The pellet was dissolved in DMF with fluorescein 5-isothiocyanate (2 equiv.) and DIEA (6 equiv.), and the mixture was stirred for 2 h at room temperature. After the workup, the Cbz protecting group was removed using trifluoromethanesulfonic acid/trifluoroacetic acid (1:10) treatment for 4 min at room temperature. Workup with Et<sub>2</sub>O gave a crude powder of cyclo-(-ImPyβImPy-(R)<sup>α</sup>-NH<sub>2</sub>-γ-ImPyβImPy-(R)<sup>α</sup>-NH-miniPEG-FITC-γ-). After purification, 5.4 mg of the sample was obtained (2.9 μmol, 9% yield for 18 steps). Analytical HPLC: t<sub>R</sub>=17.7 min. MALDI-TOF MS: *m/z* calcd. for C<sub>85</sub>H<sub>93</sub>N<sub>28</sub>O<sub>20</sub>S<sup>+</sup> [M+H]<sup>+</sup> 1857.68, found; 1857.74. The HPLC and MALDI-TOF MS spectra of FITC-labeled CWG-cPIP are shown in Supplementary Figure 2.

#### Structural model of CWG-cPIP binding to DNA

Molecular modeling studies were performed with Discovery Studio (BIOVIA) using the charmm27 force field. The initial PIP structure was built based on previous crystal structures (PDB ID: 3I5L) and manually inserted into the minor groove of the B-DNA sequence 5'-GCAGCAGCAGC-3'/3'-CGTCGTCGTCG-5' constructed using the builder module. The complex was solvated in cubic water with 50 mM NaCl and pre-minimized to maintain the interaction distance of hydrogen bonds between the polyamide moiety and DNA base pairs. Then, A and T in the sequence were replaced with each DNA base to obtain the B-DNA sequence (5'-GCNGCNGCNGC-3'/3'-CGNCGNCGNCG-5', N = A, T, G, C). The entire structure was finally minimized to the stage where the root-mean-square was less than 0.001 kcal/mol·Å using the conjugate gradient algorithm with no constraint.

## **Melting temperature $T_m$ assay**

DNA and RNA oligomers were purchased from Fasmac and Hokkaido System Science, respectively: 1) d(CAG/CTG) (5'-CGAGCAGCACG-3'/5'-CGTGCTGCTCG-3'); 2) d(CGG/CCG) (5'-CGGGCGGCGCG-3'/5'-CGCGCCGCCCG-3'); 3) AT rich (5'-CGATTATTACG-3'/5'-CGTAATAATCG-3') 4) GC rich (5'-CGGCGCCGCCCG-3'/5'-CGGCGGCGCCCG-3'); 5) 5'-d(CAG)<sub>10</sub> repeat-3'; 6) 5'-d(CTG)<sub>10</sub> repeat-3'; 7) 5'-d(CGG)<sub>10</sub> repeat-3'; 8) 5'-d(CCG)<sub>10</sub> repeat-3'; 9) 5'-r(CAG)<sub>10</sub> repeat-3'; 10) 5'-r(CUG)<sub>10</sub> repeat-3'. The analytical buffer used for the  $T_m$  assay was an aqueous solution of NaCl (2.5 mM) and Tris-HCl (10 mM) at pH 7.5 containing 0.375% DMSO. The concentrations of double-stranded DNA, mismatched hairpin DNA, and mismatched hairpin RNA were 2.5  $\mu$ M. The concentration of polyamides was 3.75  $\mu$ M (1.5 equiv.). Before the analysis, the samples were annealed from 95°C to 20°C at a rate of 1.0°C/min, and the absorbance at 260 nm was recorded from 20°C to 95°C at a rate of 1.0°C/min using a spectrophotometer (V-750; JASCO, Inc.) with a thermocontrolled cell changer (PAC-743R; JASCO, Inc.) and a thermal circulator (CTU-100; JASCO, Inc.). The  $T_m$  values shown in Figure 1B are the averages of all data. The calculated  $T_m$  and  $\Delta T_m$  values are presented in Supplementary Table 1.

## **Plasmid constructs**

For transcription arrest assay, a random sequence of 189 base pairs with (CTG)<sub>10</sub> repeats at the N-terminus or a (CTG)<sub>73</sub> repeat sequence was subcloned into pcDNA3.1(+), termed pT7(CTG)<sub>10</sub> or pT7(CTG)<sub>73</sub>, respectively. The (CTG)<sub>73</sub> sequence was obtained from plasmid pAAV-CTG700x (#63087; Addgene). Random DNA sequence was synthesized

commercially by Eurofins Genomics. To evaluate the production of CWG repeat RNAs in cells, we generated a dual promoter vector pFC-EF1-MCS-pA-PGK-EGFP using PhiC31 vector (FC551A-1; System Biosciences, LLC) as a backbone. For HaloTag-CTG repeat mRNA expression plasmid, a subcloned fragment with (CTG)<sub>10</sub>, (CTG)<sub>180</sub>, or (CTG)<sub>700</sub> repeat sequence in the 3'-UTR of HaloTag was inserted into the MCS of pFC-EF1-MCS-pA-PGK-EGFP vector, termed CUG10, CUG180 or CUG700, respectively. These CTG repeat sequences were obtained from plasmid pAAV-CTG700x (#63087; Addgene). For HaloTag-CAG repeat mRNA expression plasmid, a subcloned fragment of (CAG)<sub>23</sub> or (CAG)<sub>74</sub> repeat sequence within exon 1 of the *HTT* gene was inserted into the MCS of pFC-EF1-MCS-pA-PGK-EGFP vector. These CAG repeat sequences were obtained from plasmid pEGFP-Q23 and pEGFP-Q74 (#40261 and #40262, respectively; Addgene). For EGFP-CTG repeat mRNA expression plasmid, a subcloned fragment with (CTG)<sub>10</sub> or (CTG)<sub>700</sub> repeat sequences in the 3'-UTR of *Egfp* were inserted into the MCS of pCAG-Neo vector (Wako Pure Chemical). For EGFP-CTG repeat mRNA expression AAV vector plasmid, a fragment with (CTG)<sub>10</sub> or (CTG)<sub>300</sub> repeat sequence in the 3'-UTR of *Egfp* was subcloned into plasmid pAAV-CTG700x (#63087; Addgene), termed pAAV-CUG10, pAAV-CUG300, respectively. For EGFP-CAG repeat (EGFP-polyQ) expression AAV vector plasmid, a fragment of *Egfp* with (CAG)<sub>23</sub> or (CAG)<sub>74</sub> repeat sequence at the C-terminus was subcloned into plasmid pAAV-CTG700 (#63087; Addgene), termed pAAV-Q23 or pAAV-Q74, respectively.

## Transcription arrest assay

The pT7(CTG)<sub>10</sub> and pT7(CTG)<sub>73</sub> plasmids were linearized using EcoRI restriction enzyme and purified using the Wizard SV Gel and PCR Clean-Up System (Promega). Transcription arrest assays were performed using HiScribe T7 high-yield RNA synthesis kit (New England Biolabs) with 0.5% DMSO (vehicle) or CWG-cPIP (1.25, 2.5, or 3.75  $\mu$ M), and 200 ng of the linearized plasmid was obtained, which produces a 321-base RNA under the T7 promoter. After transcription for 10 min at 37°C, DNase I was added according to the manufacturer's instructions. Transcription products were analyzed by urea-denaturing polyacrylamide gel electrophoresis on 7% gels containing 7 M urea at 200 V for 120 min. Before loading, samples were heated for 4 min at 90°C with RNA Loading Dye (New England Biolabs), and then immediately cooled on ice for a few minutes. After the electrophoresis, the gels were stained with SYBR Gold (Invitrogen) for 20 min and visualized using Typhoon Trio equipment (GE Healthcare).

## **Cell culture**

Cell cultures were established according to previously described methods (87). The Neuro-2a mouse neuroblastoma cell line CCL-131 was authenticated by the provider using short tandem repeat profiling (American Type Culture Collection) and was grown in DMEM (Sigma-Aldrich) supplemented with 10% FBS (Gibco) and 1 $\times$  penicillin/streptomycin (Gibco) in a 5% CO<sub>2</sub> incubator at 37°C. Transfection was performed using the Lipofectamine 2000 Transfection Reagent (Invitrogen) according to the manufacturer's protocol. For the primary culture of neurons, cortical tissue was dissected and dispersed from the mice on embryonic day 18. Cells were seeded on coverslips coated with poly-L-lysine in MEM

(Thermo Fisher Scientific) supplemented with 10% FBS, 0.6% glucose (Wako Pure Chemical), and 1 mM pyruvate (Sigma-Aldrich). After cell attachment, the cells were cultured in Neuron Culture Medium (Wako Pure Chemical) in a 5% CO<sub>2</sub> incubator at 37°C. Cultured neurons were transfected with plasmids using an electroporator (NEPA21; Nepa Gene) on day 0 in vitro (DIV0), and subjected to biochemical experiments on DIV14. Human fibroblasts [GM23966 (healthy control) and GM03132 (DM1 with (CTG)<sub>1700</sub> repeats) for CTG repeats; GM23974 (healthy control) and GM09197 (HD with (CAG)<sub>180</sub> repeats) for CAG repeats; Coriell Institute for Medical Research] were seeded onto gelatin-coated culture plates (20,000–40,000 cells/well in 12-well plates) and cultured in DMEM supplemented with 10% FBS and 1× penicillin-streptomycin for 24 h. The cells were then transferred to a neuronal induction medium containing equal volumes of DMEM/F12 and Neurobasal Medium supplemented with 0.5% N-2, 1% B-27 (all from Gibco), and 100 μM cAMP (Sigma-Aldrich) with small molecules (0.5 mM valproic acid, 3 μM CHIR99021, 1 μM Repsox, 10 μM forskolin, 10 μM SP600125, 5 μM GO6983, 5 μM Y-27632, 20 μM ISX-9, and 2 μM I-BET151; Sigma-Aldrich) according to previously described methods (88, 89). Three days after treatment, we confirmed that a significant fraction (approximately 90%) of cells derived from healthy controls and DM1 patients exhibited typical neuronal morphology and expressed the neuronal marker Tuj1. Because iNeurons were not efficiently obtained from HD patient-derived fibroblasts used in this study (approximately less than 1%), the cells from HD patients and the corresponding healthy controls were used as fibroblasts for the following experiments.

### Cell viability assay

Cell viability was measured using the Cell Counting Kit-8 (Dojindo Molecular Technologies, Inc.), according to the manufacturer's instructions. Neuro-2a cells were cultured in 96-well plates (2,000 cells/well) at 37°C for 24 h and treated with 0.1% DMSO (vehicle) or CWG-cPIP at different concentrations (0.1, 0.3, 1, 3, 10, or 30  $\mu$ M). After 47 h, CCK-8 solution was added to each well, followed by incubation for 1 hour at 37°C. Absorbance at 450 nm was measured using a plate reader (Multiskan FC; Thermo Fisher Scientific). The viability of CWG-cPIP-treated cells was expressed as a percentage of that of the vehicle-treated cells.

### RT-qPCR analysis

Sample preparation for RT-qPCR from Neuro-2a cells was performed using the SuperPrep II Cell Lysis & RT Kit qPCR (TOYOBO). Sample preparation for RT-qPCR from primary cultured neurons was performed using an RNeasy Mini Kit (QIAGEN) and PrimeScript RT Master Mix (Takara Bio, Inc.). RT-qPCR was performed using the KOD SYBR qPCR Mix (TOYOBO) on a CFX Connect Real-Time PCR System (Bio-Rad Laboratories, Inc.). Gene expression was assessed using differences in the normalized Ct (cycle threshold;  $\Delta\Delta$ Ct) method after normalization to *Egfp* expression. Fold-changes were calculated using the  $2^{-\Delta\Delta$ Ct method. The following primers were used for RT-qPCR: *Egfp* (forward, 5'-CACATGAAGCAGCAGACTTC-3'; reverse, 5'-TTCAGCTCGATGCGGTTCAC-3'), HaloTag (forward, 5'-AGAATACATGGACTGGCTGC-3'; reverse, 5'-TCTTGCAGCAGATTCAGACC-3'),

mouse *Htt* (forward, 5'-CCCCATTCATTGCCTTGCTG-3'; reverse, 5'-CTTGAGCGACTCGAAAGCCT-3'), human *HTT* (forward, 5'-AGGTTCGCTTTTACCTGCGG-3'; reverse, 5'-CATCAGCTTTTCCAGGGTCG-3'), and *Gapdh* (forward, 5'-AACTTTGGCATTGTGGAAGG-3'; reverse, 5'-ACACATTGGGGGTAGGAACA-3').

## Antibodies

The following primary antibodies were used: anti-GFP (1:1000; ab290, Abcam), anti-GFP (1:500; clone 9F9.F9, ab1218, Abcam), anti-NeuN (1:2000; ABN90, Millipore), anti-cleaved caspase-3 (1:500; ab2302, Abcam), anti-Tuj1 (1:2000, 802001, BioLegend), anti-MBNL1 (1:500; ab45899, Abcam), anti- $\beta$ -actin (1:1000; ab8227, Abcam), anti-Huntingtin (1:100; clone 3E10, sc-47757, Santa Cruz), anti-polyglutamine-expansion diseases marker (1:1000; clone 1C2, MAB1574, Millipore), anti-Huntingtin (1:500; clone MW8, MW8, DSHB deposited by Dr. P. H. Patterson), and anti-K63-specific ubiquitin (1:500; clone Apu3, 05-1308, Millipore). The following secondary antibodies were used: HRP-conjugated anti-mouse IgG antibody (1:5000; 1031-05, SouthernBiotech), and HRP-conjugated anti-rabbit IgG antibody (1:5000; 4050-05, SouthernBiotech), Alexa 488-conjugated donkey anti-rabbit (1:500; A-21206, Invitrogen), Alexa 594-conjugated donkey anti-rabbit (1:500; A-21207, Invitrogen), Alexa 488-conjugated donkey anti-mouse (1:500; A-21202, Invitrogen), Alexa 594-conjugated donkey anti-mouse (1:500; A-21203, Invitrogen), and Alexa 594-conjugated donkey anti-guinea pig (1:500; 706-585-148, Jackson ImmunoResearch Laboratories).

## **Histology**

Brain tissues were fixed in 4% paraformaldehyde in PBS, sliced coronally at a thickness of 50  $\mu$ m, and then incubated with 0.1% cresyl violet acetate (pH 4.8) for 10 min at 37°C. After differentiation with 95% ethanol and 0.1% acetate, the sections were dehydrated through a graded ethanol series, cleared with xylene, and mounted with Entellan new (Sigma-Aldrich). The sections were analyzed and imaged using a confocal laser scanning microscope (TCS SP8; Leica Microsystems).

## **Immunocytochemistry and immunohistochemistry**

Immunocytochemistry and immunohistochemistry were performed as previously described (87). Briefly, brain slices and cells were fixed in 4% paraformaldehyde in PBS and then treated with PBS containing 0.3% Triton X-100 for 10 min. To detect polyQ-positive aggregates, immunofluorescence was performed as previously described (90). Briefly, the slices were treated with 88% formic acid for 10 min at room temperature and washed with running water, and then with PBS. The sections were then treated with PBS containing 0.4% Triton X-100 thrice for 10, 30, and 10 min. The samples were incubated overnight at 4°C with primary antibodies, washed in PBS, and incubated with fluorophore-labeled secondary antibodies. Nuclei were counterstained with DAPI (Thermo Fisher Scientific). The samples were mounted using VECTASHIELD (Vector Laboratories, Inc.), and fluorescence images were analyzed using a confocal laser scanning microscope (LSM900; Carl Zeiss).

## **FISH**

Fixed brain slices and cells were washed three times with diethylpyrocarbonate-treated PBS (DEPC-PBS) for 10 min each and then incubated with 0.3% Triton X-100 in DEPC-PBS for 10 min. After several washes, the slices and cells were prehybridized with 40% formamide in 2× SSC (300 mM NaCl and 30 mM sodium citrate) for 10 min at room temperature, followed by incubation with a 1 nM Cy5-(CAG)<sub>10</sub> DNA probe in hybridization solution (2× SSC, 40% formamide, 10% dextran sulfate, 2 mM ribonucleoside-vanadyl complex, 0.5 mg/mL yeast transfer RNA) at 37°C overnight. After hybridization, the samples were washed with 40% formamide in 2× SSC and then with 1× SSC each for 15 min at 37°C. The samples were rinsed with DEPC-PBS and subjected to immunofluorescence procedure.

#### **Western blotting**

Immunoblotting was performed as described previously (87). Briefly, the cells were homogenized in RIPA buffer containing protease and phosphatase inhibitor cocktails (Nacalai Tesque, Inc.). Equivalent amounts of protein were subjected to SDS-PAGE. Separated proteins were transferred to an Immobilon PVDF membrane. The membrane was blocked with Tris-buffered saline (50 mM Tris-HCl, pH 7.5 and 150 mM NaCl) with 0.1% Tween 20 (TBST) solution containing 5% fat-free milk powder for 1 h at room temperature, and then incubated overnight at 4°C with primary antibodies. The membrane was then washed with TBST and incubated with HRP-conjugated secondary antibodies diluted in TBST for 1 h at room temperature. Blots were developed using an HRP substrate (32132; Thermo Fisher Scientific), and the immunoreactive bands were visualized using a chemiluminescence imaging system (FUSION SOLO; Vilber Bio Imaging).

## RNA-Seq analysis

Total RNA was extracted from the mouse hippocampus using an RNeasy Mini Kit (QIAGEN). DNA libraries were prepared using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina and sequenced by NextSeq 500 (Illumina, Inc.) to obtain single-end reads (75 nt) for off-target analysis and paired-end reads (150 nt) for splicing analysis, respectively. For off-target analysis, the extracted RNA was mixed with ERCC RNA Spike-In Mix (Invitrogen) containing 92 polyadenylated transcripts with concentration spanning  $10^6$ -fold range prior to library preparation. After base calling, the sequences were demultiplexed and FASTQ files were generated using the Generate FASTQ Analysis Module in the Local Run Manager (Illumina, Inc.). The adapter sequence and low-quality ends were trimmed using the Trim Galore! (version 0.6.6). The RSEM package (version 1.3.3) in conjunction with the STAR aligner (version 2.7.9a) was used to align sequences with the mouse reference genome (UCSC GRCm38/mm10) and determine gene expression. Gene expression for each sample was further processed using DESeq2 (version 1.36.0) and expressed as normalized counts in a regularized logarithm (rlog). Expression levels for off-target analysis were normalized with those of spike-in controls. A list of genes containing non-pathological CWG repeats sequences was derived from the spliced RNA in the mouse reference genome (UCSC GRCm39/mm39). Genes with rlog-transformed expression levels were processed using DEGreport (version 1.32.0) for clustering analysis and further processed using clusterProfiler (version 4.4.4) for overrepresentation analysis. Alternative splicing events were quantified using rMATS (version 4.1.2).

## **Electrophysiology**

To evaluate neuronal plasticity, hippocampal sections were prepared as previously described (87). Briefly, the brains were quickly removed from ether-anesthetized mice and chilled in ice-cold oxygenated artificial cerebrospinal fluid (124 mM NaCl, 5 mM KCl, 26 mM NaHCO<sub>3</sub>, 2 mM CaCl<sub>2</sub>, 2 mM MgSO<sub>4</sub>, 1.25 mM NaH<sub>2</sub>PO<sub>4</sub>, and 10 mM D-glucose). Sagittal hippocampal slices of 400-μm thickness were transferred to a recording chamber, where they were allowed to recover for at least 1 h at room temperature (24°C to 26°C) before recording. A concentric bipolar stimulating electrode (FHC, Inc.) was placed in the stratum radiatum of CA1 to stimulate the Schaffer collateral pathway. An HFS of 100 Hz with a 1-s duration was applied twice with a 20-s interval. Traces were obtained and analyzed using SutterPatch version 2.2 (Sutter Instrument).

## **AAV preparation**

Recombinant AAV9 particles were generated by co-transfection of AAVpro 293T cells (Takara Bio, Inc.) with three plasmids: pAAV (pAAV-CUG10, pAAV-CUG300, pAAV-Q23 or pAAV-Q74), pHelper (Stratagene), and pAAV2/9 (kindly provided by Dr. J. M. Wilson). The viral particles were harvested and purified using AAVpro Purification Kit Maxi (Takara Bio, Inc.) according to the manufacturer's instructions. Viral titers were measured using an AAVpro titration kit (Takara Bio, Inc.). For stereotaxic injection of these viruses into the mouse hippocampus, each virus was diluted to the same titer of  $1.0 \times 10^{13}$  vector genomes/mL.

## **Assay for interference with AAV infection**

To evaluate the effect of CWG-cPIP on the stability of recombinant AAV, CWG-cPIP (0.756 nmol) was mixed with purified AAV ( $1.0 \times 10^{10}$  vg) for 3 days at room temperature. The samples were subjected to SDS-PAGE and AAV capsid proteins VP1, VP2, and VP3 were visualized by Coomassie Brilliant Blue staining. Images were acquired using a chemiluminescence imaging system (FUSION SOLO), and the band intensities were normalized by values of vehicle-treated AAV for each repeat length. Transduction efficiency was evaluated by AAV infection in HEK293 cells. Twenty-four hours after cell seeding (20,000 cells/well in 12-well plates), recombinant AAV (multiplicity of infection:  $1 \times 10^5$  vg/cell) and CWG-cPIP (0.756 nmol) were co-treated and cultured for another 3 days. Cells were fixed, stained with DAPI, and subjected to confocal microscopy (LSM900). GFP-positive cells were considered as AAV-infected populations.

## **Stereotaxic surgery**

Male mice were stereotaxically injected with CWG-cPIP and recombinant AAV9 at nine weeks of age. Under anesthesia, the mice were placed in a stereotaxic instrument (Narishige), and holes were drilled in the cranium. A mixture of CWG-cPIP (0.5  $\mu$ L, 0.756 nmol) and each AAV9 (1.0  $\mu$ L,  $1.0 \times 10^{13}$  vector genomes/mL) in 1.5% DMSO/PBS per hemisphere was injected bilaterally into the CA1 region of the dorsal hippocampus using a 26s-gauge needle. Coordinates relative to the bregma were as follows (in mm): anterior, -2.2; lateral,  $\pm 1.5$ ; ventral, -2.1 for hippocampus; anterior, -0.5; lateral,  $\pm 1.0$ ; ventral, -2.3 for

lateral ventricle. Three weeks after the injection, these mice were behaviorally, electrophysiologically, and immunohistochemically analyzed. To assess tissue distribution and retention of injected CWG-cPIP, FITC-labeled CWG-cPIP (0.5 $\mu$ L in 1.5 or 10% DMSO/PBS per hemisphere) was injected at doses of 0.00756, 0.0756, 0.756, or 6.048 nmol per hemisphere, and immunohistochemical analysis was performed 1, 3, and 7 days later.

### **Behavioral analysis**

Mice injected with AAVs were subjected to the Y-maze, NOR, PA tests, which were prepared as previously described (87). In the Y-maze test, spontaneous alternation behavior in the Y-maze was assessed as a spatial reference memory task. The apparatus consisted of three identical Plexiglas arms ( $44 \times 13 \times 12$  cm<sup>3</sup>). Mice were placed at the end of one arm and were allowed to move freely through the maze during an 8-min session. The sequence of arm entries was recorded manually. Alternation was defined as entry into all three arms on consecutive choices. The maximum number of alternations was defined as the total number of arms entered minus two, and the percentage of alternations was calculated as the actual alternations/maximum alternations  $\times$  100. The total number of arms entered during each session was determined. In the NOR test, mice were individually habituated to an open-field box ( $28 \times 17 \times 13$  cm<sup>3</sup>) for 2 consecutive days. During the acquisition phase, two objects of the same material were placed symmetrically at the center of the box for 10 min. Twenty-four hours later, one object was replaced by a novel object, and exploratory behavior was analyzed again for 10 min. After each session, the objects were thoroughly cleaned with 70% ethanol to prevent odor recognition. Exploration of an object was defined as rearing on the

object, sniffing it at a distance of  $< 1$  cm, touching it with the nose, or both. Successful recognition was reflected by preferential exploration of the novel object. The discrimination of novelty was assessed by comparing the difference between exploratory contacts of novel and familiar objects and the total number of contacts with both, making it possible to adjust for differences in total exploration contacts. In the PA test, training and retention trials were conducted in a box consisting of dark and light compartments ( $13 \times 11 \times 20$  cm<sup>3</sup>). The floor was constructed with stainless steel rods, and the rods in the dark compartment were connected to an electronic stimulator (Med Associates, Inc.). Mice were habituated to the apparatus for 2 days prior to passive avoidance acquisition. During training, a mouse was placed in the light compartment, and on entering the dark compartment, the door was closed and an electric shock (0.5 mA for 3 s) was delivered from the floor. The mouse was removed from the apparatus 30 s later. The next day, each mouse was placed in the light compartment, and step-through latency was recorded for over 300 s to assess retention. The videotapes for all behavioral analyses were scored by a trained observer blinded to the drug treatment.

Motor function in R6/2 mice were assessed by rotarod and hind-limb clasping tests as previously described (91). In the rotarod test, mice were placed on a stationary rod (30 mm diameter; Muromachi Kikai) and left in place for 60 s. The mice were then forced to walk on the accelerating rods (4–40 rpm) for up to 300 s. An hour later, the mice were subjected to the second trial, and the latency to fall was measured for each trial. In the hind-limb clasping test, mice were suspended by their tails for 30 s at a height of 50 cm from the home-cage and hindlimb clasping was scored as follows: score 0, hind-limbs consistently stretched outward from the abdomen; score 1, hind-limbs individually, but not both at the

331 same time, retract toward the abdomen with a cumulative time less than 15 s; score 2, hind-  
332 limbs individually, but not both at the same time, retract toward the abdomen with a  
333 cumulative time 15 s or more; score 3, both hind-limbs retract toward and touch the abdomen  
334 at the same time.

338 **Supplementary Figure 1. Binding modes of CWG-cPIP for CNG repeat DNA.**

339 **(A)** The interaction distances of hydrogen bonds between DNA base pairs (N: A, T, G, or C)  
340 and  $\gamma$ -turn (orange) or  $\beta$ -alanine (blue) in CWG-cPIP. For description of a schematic  
341 illustration of DNA sequence recognition by CWG-cPIP, see Figure 1A. **(B–E)** Molecular  
342 models of CWG-cPIP/double-stranded CAG- (B), CTG- (C), CGG- (D), or CCG- (E) DNA  
343 complex by computer-assisted molecular simulation. Data represent mean  $\pm$  SEM.

## FITC-labeled CWG-cPIP

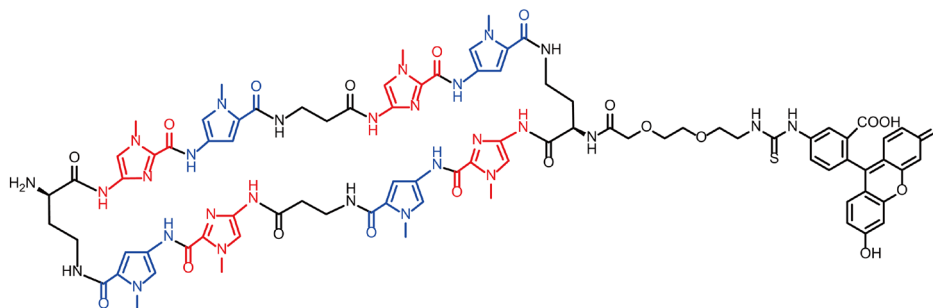

Chemical Formula:  $C_{88}H_{92}N_{28}O_{20}S$

Exact Mass: 1856.68

Molecular Weight: 1857.91

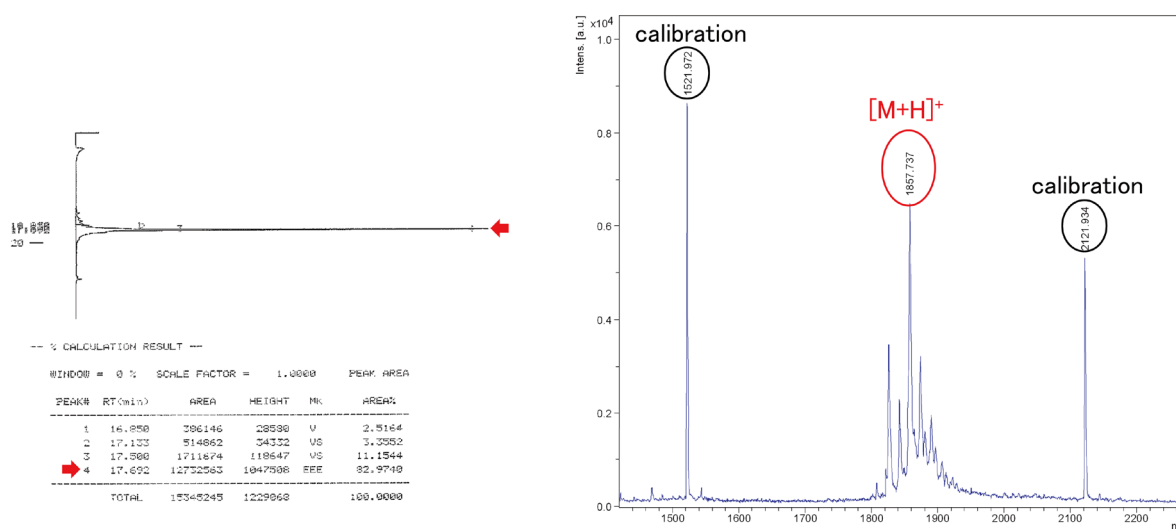

## Supplementary Figure 2. Synthesis of FITC-labeled CWG-cPIP.

(top) Chemical structure of FITC-labeled CWG-cPIP. (bottom) HPLC and MALDI-TOF MS spectra of FITC-labeled CWG-cPIP. Conditions: equilibrated with 0.1% trifluoroacetic acid with a linear gradient from 0% to 100% acetonitrile at a flow rate of 1.0 mL/min for 40 min, detected at 254 nm. Arrows indicate the peak and the retention time (17.692 min). m/z found; 1857.737.

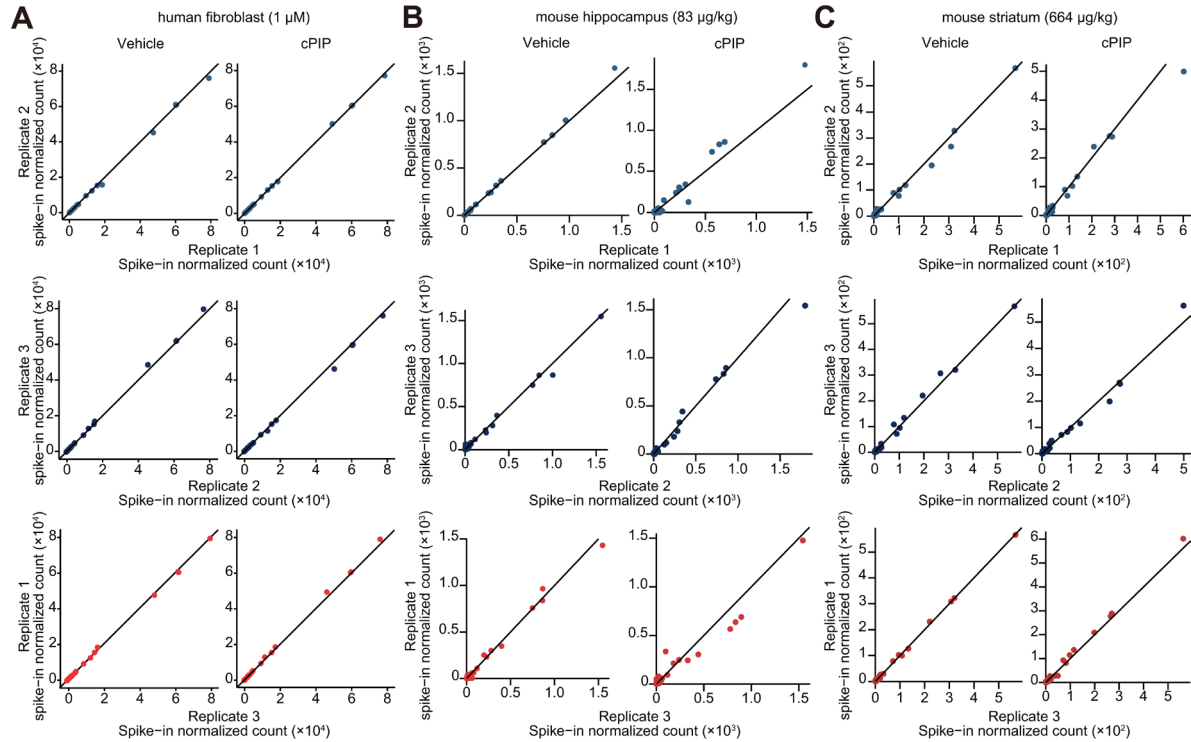

### Supplementary Figure 3. Abundances of spike-in controls in RNA-seq analyses.

(A–C) Comparisons of transcripts with normalized count of spike-in controls between replicates in RNA-seq analyses using human fibroblasts treated with 1 $\mu$ M CWG-cPIP (A), mouse hippocampus with 83  $\mu$ g/kg CWG-cPIP (B), and mouse striatum with 664  $\mu$ g/kg CWG-cPIP (C).

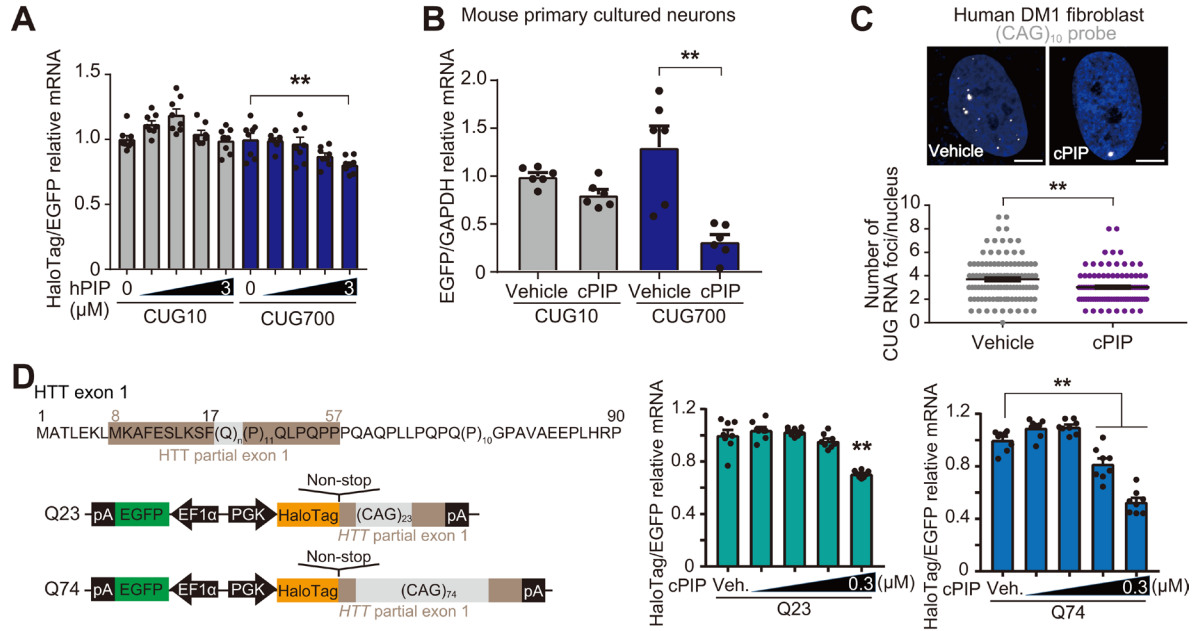

#### Supplementary Figure 4. Inhibition of transcription and pathogenic CUG RNA foci in CWG repeat-expanded cell models by CWG-cPIP treatment.

(A) Quantification of HaloTag mRNA levels in Neuro-2a cells treated with CWG-hPIP concentrations of 0.1, 0.3, 1, and 3 μM.  $**P < 0.01$  by one-way ANOVA with Bonferroni's multiple comparisons test.  $n = 8$  each. (B) Quantification of *Egfp* mRNA levels in mouse primary neurons treated with 1 μM CWG-cPIP.  $**P < 0.01$  by two-way ANOVA with Bonferroni's multiple comparisons test.  $n = 6$  each. (C) Representative confocal images of CUG-RNA foci (white) in DM1 patient-derived fibroblasts (top). Scale bars, 5 μm; quantification of CUG-RNA foci (bottom).  $**P < 0.01$  by two-sided unpaired Student's t-test. Vehicle:  $n = 108$  cells; CWG-cPIP:  $n = 100$  cells. (D) Amino acid sequences of human HTT exon 1 (left, top). Residue numbers refer to HTT with Q23 repeat. Schematic representation of constructs with CAG repeat sequences in a coding region used for RT-qPCR in Neuro-2a cells (left, bottom); quantification of HaloTag mRNA levels (right).

372 CWG-cPIP concentrations were 0.01, 0.03, 0.1, and 0.3  $\mu$ M.  $**P < 0.01$  by one-way ANOVA  
373 with Bonferroni's multiple comparisons test.  $n = 8$  each. Data represent mean  $\pm$  SEM. Source  
374 data are provided in Supplementary File 6.

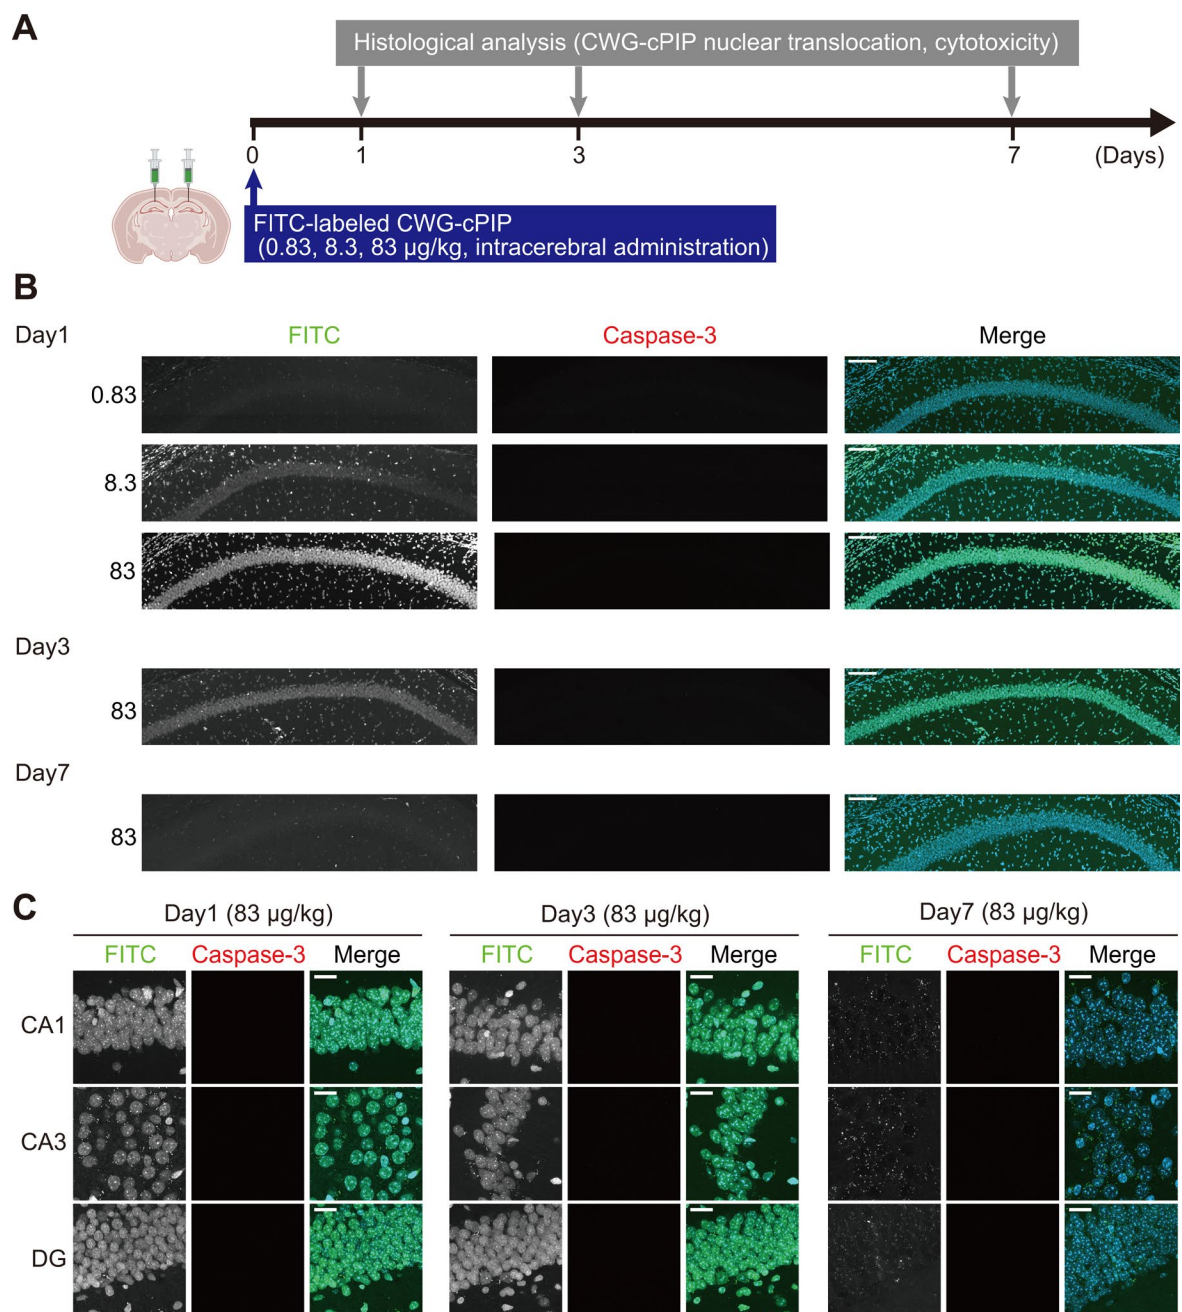

**Supplementary Figure 5. Nuclear penetration of CWG-cPIP without cell toxicity after intracerebral injection.**

**(A)** Experimental diagram of intracerebral injection of FITC-labeled CWG-cPIP into intact mice and the immunohistochemical analysis. **(B, C)** Representative confocal images of

380 FITC-labeled CWG-cPIP and cleaved caspase-3 in the hippocampal CA1, CA3, and DG  
381 subregions. Scale bars, 100  $\mu\text{m}$  (B) and 20  $\mu\text{m}$  (C).

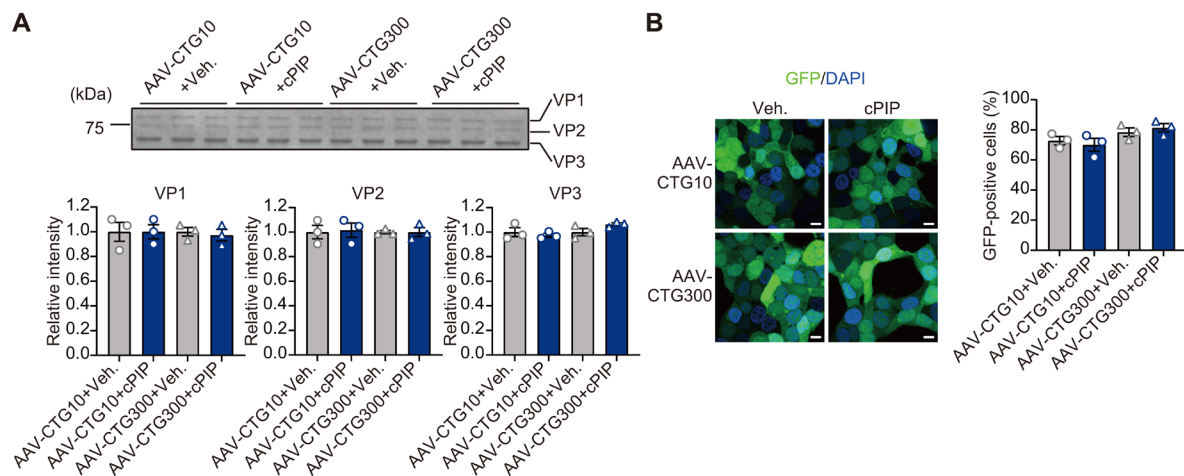

### Supplementary Figure 6. No interference of CWG-cPIP on recombinant AAV.

**(A)** Gel images stained with Coomassie Brilliant Blue after treatment of recombinant AAV with CWG-cPIP in vitro (top) and quantifications of the band intensities (bottom).  $n = 3$  each. Statistics were performed by two-sided unpaired Student's t-test. **(B)** Representative images of GFP-positive HEK293 cells co-treated with recombinant AAV and CWG-cPIP (left) and quantification of GFP-positive cells (right).  $n = 3$  each, acquired from 3 images in each experiment. Statistics were performed by two-sided unpaired Student's t-test. Data represent mean  $\pm$  SEM. Source data are provided in Supplementary File 6.

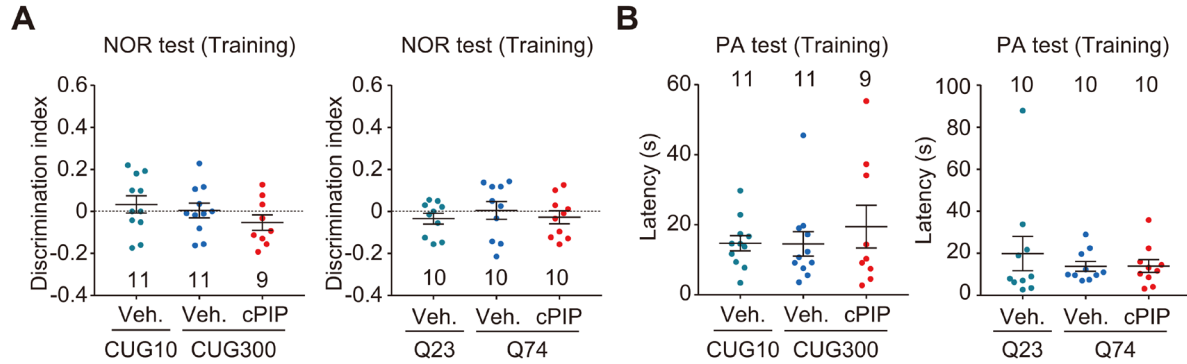

**Supplementary Figure 7. Normal behaviors of mice in training sessions of memory-related tests.**

**(A)** Discrimination indices in the training sessions of the NOR test. Statistics were performed by one-way ANOVA with Bonferroni's multiple comparisons test. CUG10 + vehicle and CUG300 + vehicle:  $n = 11$  mice; CUG300 + CWG-cPIP:  $n = 9$  mice (left);  $n = 10$  mice each (right). **(B)** Latency to enter the dark compartment in the training sessions of the PA test. Statistics were performed by one-way ANOVA with Bonferroni's multiple comparisons test. CUG10 + vehicle and CUG300 + vehicle:  $n = 11$  mice; CUG300 + CWG-cPIP:  $n = 9$  mice (left);  $n = 10$  mice each (right). Data represent mean  $\pm$  SEM. Source data are provided in Supplementary File 6.

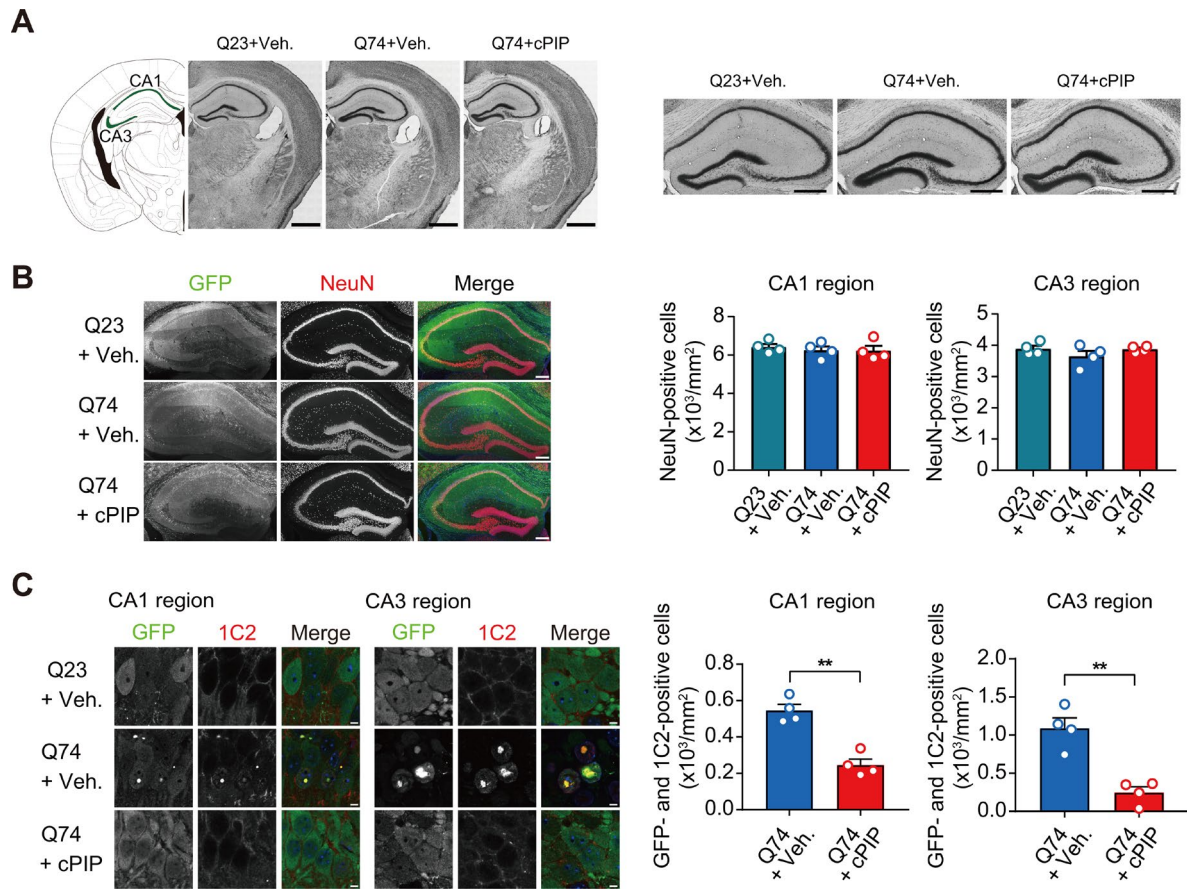

**Supplementary Figure 8. Inhibition of polyQ aggregation seen in a CAG repeat-expanded mouse model by CWG-cPIP treatment.**

(A) Representative confocal images of Nissl-stained sections. Scale bars, 1 mm (left) and 500  $\mu\text{m}$  (right). (B) Representative confocal images of GFP (green) and NeuN (red) in the hippocampus (left) and the quantification of NeuN-positive cells in CA1 and CA3 regions (right). Statistics were performed by one-way ANOVA with Bonferroni's multiple comparisons test.  $n = 4$  mice each, averaged from three independent replicates (three slices) per mouse. Scale bars, 200  $\mu\text{m}$ . (C) Representative confocal images of polyQ aggregates in the hippocampal CA1 and CA3 regions (left) and their quantification (right).  $**P < 0.01$  by two-sided unpaired Student's t-test.  $n = 4$  mice each, averaged from three independent

413 replicates (three slices) per mouse. Scale bars, 5  $\mu$ m. Data represent mean  $\pm$  SEM. Source  
414 data are provided in Supplementary File 6.

415

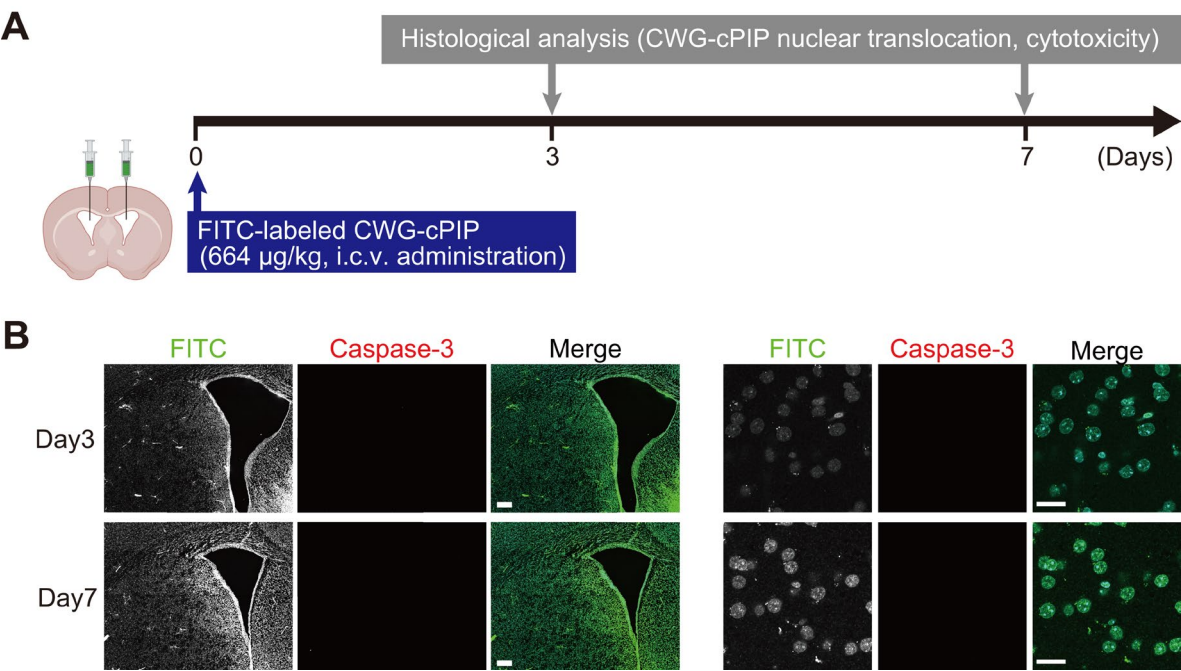

416

417 **Supplementary Figure 9. Nuclear penetration of CWG-cPIP without cell toxicity after**  
418 **i.c.v. injection.**

419 **(A)** Experimental diagram of i.c.v. injection of FITC-labeled CWG-cPIP into intact mice and  
420 the immunohistochemical analysis. **(B, C)** Representative confocal images of FITC-labeled  
421 CWG-cPIP and cleaved caspase-3 in the striatum. Scale bars, 200 µm (B) and 20 µm (C).

|                             |  | double-stranded DNA                                                               |            |             |             | 1bp mismatched hairpin DNA                                                         |                      |                      |                      | 1bp mismatched hairpin RNA                                                          |                      |
|-----------------------------|--|-----------------------------------------------------------------------------------|------------|-------------|-------------|------------------------------------------------------------------------------------|----------------------|----------------------|----------------------|-------------------------------------------------------------------------------------|----------------------|
|                             |  | 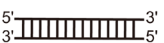 |            |             |             | 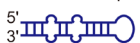 |                      |                      |                      | 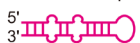 |                      |
|                             |  | d(CAG/CTG)                                                                        | d(CCG/CGG) | AT rich     | GC rich     | d(CAG) <sub>10</sub>                                                               | d(CTG) <sub>10</sub> | d(CGG) <sub>10</sub> | d(CCG) <sub>10</sub> | r(CUG) <sub>10</sub>                                                                | r(CAG) <sub>10</sub> |
| $T_m$ (°C) (vehicle)        |  | 43.4 ± 0.1                                                                        | 57.6 ± 0.9 | 28.4 ± 3.6  | 79.1        | 49.9 ± 0.3                                                                         | 50.7 ± 0.1           | 66.8 ± 0.6           | 48.3 ± 0.1           | 47.8 ± 0.2                                                                          | 59.7 ± 0.5           |
| $\Delta T_m$ (hPIP-vehicle) |  | 38.8 ± 0.8                                                                        | 17.1 ± 2.4 | 10.8 ± 0.5  | -11.6 ± 2.9 | 36.2 ± 0.05                                                                        | 34.5 ± 0.3           | 3.24 ± 0.6           | 31.1 ± 1.7           | -0.13 ± 1.7                                                                         | -2.70 ± 0.6          |
| $\Delta T_m$ (cPIP-vehicle) |  | 51.6 ± 0                                                                          | 14.5 ± 0.4 | 2.24 ± 0.04 | -1.22 ± 1.3 | 45.1 ± 0                                                                           | 41.4 ± 0.4           | 3.64 ± 0.3           | 30.3 ± 0.6           | -0.14 ± 0.1                                                                         | -2.27 ± 0.2          |

**Supplementary Table 1.  $T_m$  and  $\Delta T_m$  in the melting temperature assay for indicated DNAs and RNAs with PIPs addition.**

## References

87. Shioda N, et al. Targeting G-quadruplex DNA as cognitive function therapy for ATR-X syndrome. *Nat. Med.* 2018;24(6):802–813.
88. Hu W, et al. Direct Conversion of Normal and Alzheimer's Disease Human Fibroblasts into Neuronal Cells by Small Molecules. *Cell Stem Cell* 2015;17(2):204–212.
89. Yang J, et al. Small molecular compounds efficiently convert human fibroblasts directly into neurons. *Mol. Med. Rep.* 2020;22(6):4763–4771.
90. Osmand AP, et al. Imaging Polyglutamine Deposits in Brain Tissue. *Methods Enzymol.* 2006;412:106–122.
91. Kumar MJV et al. Spatiotemporal analysis of soluble aggregates and autophagy markers in the R6/2 mouse model. *Sci. Rep.* 2021;11(1):96.

How the deposited data were processed for this re-analysis (not part of the article)

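Total RNA from the hippocampi of 9 male mice was sequenced 10 days after gene transfer: 3 CUG10 mice given vehicle, 3 CUG300 mice given vehicle and 3 CUG300 mice given CWG-cPIP, each with its own library and replicate number. The authors trimmed reads of 150 nt with Trim Galore 0.6.6, aligned them with STAR 2.7.9a and quantified genes with RSEM 1.3.3 on GRCm38/mm10, as the Supplemental Methods and the submitters' processing notes state. The authors then made regularized logarithm (rlog) values on the log2 scale with DESeq2 1.36.0, which scales counts by size factors and shrinks them toward each gene's mean, and these are the values they deposited. The options of this step, the gene annotation and the use of strand in counting are not stated, and no spike-in scaling is stated for this experiment. For their own results the authors used DEGreport 1.32.0 for clustering and clusterProfiler 4.4.4 for over-representation, and neither was run again. The deposited values carry no counts, so the depth of each mouse is unknown and no model of counts was used.
From these values, 24411 genes per mouse were read, of which 19236 were not at one value in all mice. Genes with a mean of at least log2(10) over the 9 mice were tested, 14867 in all, with limma 3.58.1 in R 4.3.3. The fit had 1 mean per group, 1 variance per gene pooled over all 9 mice, a variance trend with expression and 3.03 prior degrees of freedom. P-values were adjusted after Benjamini and Hochberg within each comparison. Comparisons were CUG300 vehicle-treated against CUG10 mice, CWG-cPIP-treated against vehicle-treated CUG300 mice, CWG-cPIP-treated CUG300 against CUG10 mice, and an F test between all groups. A gene was called at an adjusted p under 0.05. Coordinates come from GRCm38.p6, the same build as the authors', and were joined by symbol. Symbols that a spreadsheet had turned into dates, 27 in all and 23 among the genes tested, were kept in the tests and are not named.
The return of a gene was computed as the difference of the CWG-cPIP mean from the CUG300 vehicle mean, divided by the difference of the CUG10 mean from the CUG300 vehicle mean, on the log2 scale, and simulated 100 times with unchanged groups. Z scores of Supplemental Data File 4 were recomputed from group means. Gene lists, 43 in all, were written from textbook knowledge before the files were read but after the paper and the order of genes in Supplemental Data File 4 had been seen. Of these, 42 had at least 3 measured members and were tested with camera at a preset correlation of 0.01, and the neutrophil list had 0. Camera asks whether a list moves apart from the other genes. It called 32 lists in CUG300 mice given vehicle against CUG10 mice, 30 with CWG-cPIP against vehicle and 31 with CWG-cPIP against CUG10 mice, and 0 in each with an estimated correlation (smallest adjusted p = 0.233, 0.374 and 0.307). Fry, which asks whether the genes of a list move on balance one way without comparing them with others, called 25, 0 and 0.
Named genes were fixed by a rule: in each comparison the 10 largest rises and the 10 largest falls among called genes without overlap between the groups, leaving out predicted gene names, every gene the paper names, and in each list the first 2 written and the 2 with the largest change. The values of the paper's tables had been seen by then. Other genes are marked as named after their values were seen. Some genes that the rule names are not reported here.
The procedure was tested on simulated data with 200 changed genes among 14867. For CUG300 vehicle-treated against CUG10 mice, limma called 5 of 67 genes changed by 0.5 on the log2 scale, 51 of 67 changed by 1 and 65 of 66 changed by 2, with 1 unchanged gene called. For CWG-cPIP against vehicle it called 6 of 67, 52 of 67 and 66 of 66, with 4 unchanged genes. Of 125 genes the F test called, 122 were true. Camera and fry each called the 1 list shifted by 0.5 and 0 of 20 other lists. This does not show how camera at its preset correlation of 0.01 performs on genes that move together. In the measured interferon-stimulated list the estimated correlation was 0.955.
Alternatives were median centering, quantile scaling, no filter, a mean of at least log2(100) (11281 genes), limma without trend and in its robust form, a log2 fold change over 0.5, an adjusted p under 0.01, only the groups compared, the replicate number as a block, and leaving out each mouse. The mean of the choroid plexus list as a covariate, and a fit without markers of other tissue, were added after seeing the data. Splicing events could not be derived from gene values, and the authors' enrichment analysis, which needs their set of genes, was left out.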

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

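Of the tests in this part, those of CWG-cPIP replicate 2 as a CUG10 mouse, of list medians in CWG-cPIP replicate 3, of other tissue between CWG-cPIP replicates 2 and 3, of both readings of the choroid plexus genes, and of cortex, striatum, thalamus and a lower share of neurons were chosen only after the result was seen. With 3 mice per group, no search for a mouse far from its group was made.
Some gene lists outside those the paper discusses had medians above those of CUG10 mice. In CUG300 mice given vehicle, 8 of 18 proliferation genes were higher and 10 did not pass (18 adjusted over the list alone; median log2 fold change 0.52, camera adjusted p = 1.36e-09, but adjusted p = 0.233 with an estimated correlation), among them Mki67, a marker of dividing cells, at 0.95 and Mcm6, of the replicative helicase, at 1.22. Of 13 genes of the integrated stress response and unfolded protein response, 4 were higher and 9 did not pass (7 adjusted over the list alone; median 0.51, camera adjusted p = 4.83e-05, but adjusted p = 0.262 with an estimated correlation), with the transcription factor Atf3 at 2.82. Of 11 p53 targets and apoptosis genes, 2 were higher and 9 did not pass (4 adjusted over the list alone; median 0.65, camera adjusted p = 0.000213, but adjusted p = 0.354 with an estimated correlation and 0.0707 with fry), with the death receptor Fas at 1.35. Of 11 endothelial genes, Ly6c1, whose reads could be shared with Ly6c2, was higher and 10 did not pass (2 adjusted over the list alone; median 0.45, camera adjusted p = 0.0361, but adjusted p = 0.314 with an estimated correlation). The endothelial call ended without CUG10 replicate 3 (adjusted p = 0.0652), CUG300 vehicle replicate 2 (0.0909) and CUG300 vehicle replicate 3 (0.0679). It also ended with the replicate number as a block. None of the genes named here passed without any one CUG10 mouse or CUG300 vehicle replicate 3.
With CWG-cPIP against CUG10 mice, limma called 0 members of any list. Outside the neuronal and immune lists the paper discusses, those called by camera with all 3 treated mice above the 3 CUG10 mice were thalamus neurons at a median of 0.88 (8 of 14 higher at an unadjusted p under 0.05, 7 adjusted over the list alone; camera adjusted p = 4.44e-09, but adjusted p = 0.307 with an estimated correlation) and dentate granule neurons at 0.54 (1 of 6 higher at an unadjusted p under 0.05; camera adjusted p = 0.0137, but adjusted p = 0.341 with an estimated correlation). Proliferation genes had 0.30 (5 of 18 higher at an unadjusted p under 0.05; camera adjusted p = 3.33e-06) and endothelial genes 0.16 (3 of 11; camera adjusted p = 0.0063), both with adjusted p = 0.307 with an estimated correlation. Mural cells and fibroblasts at 0.57 (3 of 11 higher at an unadjusted p under 0.05; camera adjusted p = 0.00193, but adjusted p = 0.359 with an estimated correlation) and the integrated stress response at 0.31 (3 of 13; 0.002, but 0.353) had medians above CUG10 mice as well, without all 3 treated mice lying above them.
The first pattern is the difference between the 3 CWG-cPIP-treated mice in interferon-stimulated genes, whose medians over the CUG10 mean were 2.43, 0.81 and 3.15. The tables argue, though not strongly, against replicate 2 being a CUG10 mouse: its median of 0.81 lies above the highest CUG10 mouse at 0.37, and 64.7% of its genes and 30 of its 42 list medians lie outside the range of the CUG10 mice, against 38.4% to 54.6% and 11 to 26 for each of those mice against the other 3. It does lie among CUG10 mice in the T cell, reactive microglia and reactive astrocyte lists (0.07, 0.17 and 0.11) and on the first principal component (−28.66). The tables also argue against RNA of other tissue, since the choroid plexus, cortex, thalamus and striatum lists differ between replicates 2 and 3 by at most 0.56 against 2.34 for the interferon-stimulated list. Replicate 3 might be a CUG300 mouse given vehicle: 23.0% of its genes lie outside the range of the 3 mice given vehicle, less than the 50.0% to 66.4% of each of those mice against the other 3, and 8 of its 42 list medians lie outside, against 19 to 30. Other values go with its label: its choroid plexus list lies at −1.23, near the other CWG-cPIP mice at −1.37 and −1.23 and below the mice given vehicle at 0.28 to 1.45, Ttr has a log2 value of 10.22 against 13.88 to 15.89, and the CA1 list lies at 0.04 against −0.51 to −0.25. Choroid plexus medians range from −1.24 to 1.23 among CUG10 mice alone, and the CA1 list is 1 of the 8, so these values do not exclude a wrong label, and the question stays open. A difference between mice in the response to CWG-cPIP stays open as well and was not tested.
The second pattern is the low level of choroid plexus genes with CWG-cPIP, at −1.37, −1.23 and −1.23 relative to CUG10 mice. Choroid plexus tissue in the dissected hippocampus is a candidate explanation: the genes of this list deviate from their group means together (median pairwise correlation 0.895), and the medians of the CUG10 mice alone lie at −1.24, 0.03 and 1.23. Its most abundant marker, Ttr, ranges with an SD of 2.54 among CUG10 mice, and 0 of the 10 genes are in Supplemental Data File 4. Treatment with CWG-cPIP stays open and cannot be told apart from it, because the highest CWG-cPIP mouse lies 0.0105 above the lowest other mouse.
The third pattern is in markers of neurons of neighbouring regions, of which limma called 4 of 13 for cortex and 0 for thalamus and striatum in CUG300 mice given vehicle. A lower share of neurons of every kind in CUG300 mice stays open. The thalamus list lies 0.71 higher on average in the 6 CUG300 mice than in CUG10 mice, which goes against it, but by 0.49 in mice given vehicle, of which replicate 3 at 0.07 lies below CUG10 replicate 1 at 0.22. Thalamus in the dissected hippocampus stays open too, since this list ranges by 0.51 among CUG10 mice alone. Striatum in the dissected hippocampus may account for the striatum list, which ranges by 1.60 among CUG10 mice alone, against a median of −1.24 with CWG-cPIP. For cortex the range among CUG10 mice is 0.39 against a median of −0.71 in CUG300 mice given vehicle, and this stays open. A change within neurons brought about by the repeats was not tested.
Other splits of the same mice were counted for each comparison. For CUG300 vehicle-treated against CUG10 mice there are 10 splits, too few for a share under 0.05. The real one gave 1592 genes and the highest other 0, so only the real split gave as many. For CWG-cPIP against vehicle, the 10 splits are again too few: the real one gave 0 genes, and the highest other, with CUG300 vehicle replicates 1 and 3 and CWG-cPIP replicate 3 on one side, gave 3778, which points to a structure of the samples. For CWG-cPIP against CUG10 mice, with 10 splits again too few, the real split and the highest other gave 0. Between all groups the real split gave 0 genes and the highest of 100 splits 1281, which points to a structure of the samples as well. Every split reaches a real count of 0, so in these 3 comparisons the number of splits says nothing about chance.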

How the results depend on the processing

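The alternatives were chosen before the data were examined, except the choroid plexus covariate and the fit without markers of other tissue, which were chosen after seeing the data. Sample weights from arrayWeights, tried after seeing the data, did not converge and were not used. The type I interferon, GTPase, MHC class I, MHC class II and nucleic acid sensing lists have no member outside Supplemental Data File 4, and the B cell, chemokine and complement lists have 2 or fewer, so these give no value without its genes. Returns could not be computed without mice whose absence left no called gene. The depth of the libraries is unknown, so its limits could not be tested. Where no reason is given below, the cause was not tested.
For CUG300 vehicle-treated against CUG10 mice, higher and lower genes were 1014 and 908 with median centering, 888 and 642 with quantile scaling, 951 and 378 without a filter, 725 and 454 at a mean of at least log2(100), which tests fewer genes, 1073 and 455 without a trend, 1054 and 455 with robust limma, 1297 and 481 from only the groups compared and 1006 and 326 at a log2 fold change over 0.5. No gene passed at an adjusted p under 0.01 (0 higher and 0 lower), and 1 gene with the choroid plexus covariate (0 higher and 1 lower). Without markers of other tissue, 1105 and 496 genes passed. Of the 1592 genes, 1490 were shared with median centering, 1249 with quantile scaling and 1252 without a filter. Leaving out single mice gave 0 to 2490 genes, 0 to 1525 higher and 0 to 1166 lower. Of the 87 called genes named, 0 passed without CUG10 replicate 1, 2 or 3 or CUG300 vehicle replicate 3, 76 without CUG300 vehicle replicate 1, 79 without CUG300 vehicle replicate 2, 36 without CWG-cPIP replicate 1, 86 without CWG-cPIP replicate 2 and 87 without CWG-cPIP replicate 3, and none of them changed sign.
With the replicate block, 1107 genes were higher and 405 lower (1325 shared, smallest adjusted p = 0.0333), and 79 named genes passed. The replicate numbers were not taken to pair the mice: 3 of 9 pairs with one number had a correlation of deviations over 0.1 (−0.499 to 0.413), and 3 of 9 mice correlated best over both other groups with a mouse of the same number (0 of 9 within each of these groups), a hint from the data and not from the design. Among gene lists the block ended the calls of homeostatic microglia (adjusted p = 0.0583) and endothelial cells (0.0548).
For CWG-cPIP against vehicle in CUG300 mice, 3 genes passed from only the groups compared (1 higher and 2 lower), and 0 to 3 without single mice (0 to 2 higher and 0 to 1 lower). For CWG-cPIP against CUG10 mice these were 14 genes (4 higher and 10 lower) and 0 to 567 (0 to 497 higher and 0 to 70 lower). Between all groups, 170 genes passed with median centering and 0 to 1483 without single mice, and 0 to 1 genes were called in opposite directions in CUG300 vehicle-treated against CUG10 mice and in CWG-cPIP against vehicle. The return of higher genes was 0.186 to 0.659 and that of lower genes 0.332 to 0.733 without single mice. The return of lower genes was −0.117 with genes and denominator from CUG300 vehicle replicates 2 and 3, 0.119 from replicates 1 and 3 and 0.199 from replicate 3. Of the 1282 upregulated genes of Supplemental Data File 4 tested, 0 to 1191 were higher without single mice. In sign, 1151 to 1224 of these were lower with CWG-cPIP without single mice, against 1209 with all mice. By test, 0 to 1 were lower, and their median Z score was −0.147 to 0.409. Of its 538 downregulated genes tested, 532 to 538 were lower in sign without single mice and 0 to 460 by test. In sign, 430 to 463 of these were higher with CWG-cPIP without single mice, against 452 with all mice. By test, 0 were higher, and the Z score was −0.264 to −0.0191.
With an estimated correlation, camera adjusted p-values in CUG300 mice given vehicle were 0.233 for interferon-stimulated, MHC class I, MHC class II, chemokine, presynaptic, learning and axon genes, 0.262 for T cells and 0.295 for postsynaptic genes, and with CWG-cPIP 0.374 for all 9 lists. In CUG300 mice given vehicle, fry called these 9 lists (fry adjusted p = 0.00982 to 0.0416). Fry with CWG-cPIP gave 0.291 for interferon-stimulated genes, 0.272 for MHC class I and II, T cells and chemokines, 0.242 for presynaptic and postsynaptic and 0.218 for learning and axon genes, and its test of either direction 0.298 for interferon-stimulated genes and 0.284 for the other 8. Without genes of Supplemental Data File 4, which leaves fewer members, T cells had 0.0874 and 0.19.
Without single mice, adjusted p-values in CUG300 mice given vehicle were 1.05e-38 to 1.78e-17 for interferon-stimulated genes, 7.43e-17 to 1.14e-09 for MHC class I, 3.65e-08 to 3.45e-05 for MHC class II, 4.10e-14 to 2.29e-07 for T cells, 2.51e-19 to 7.09e-10 for chemokines, 1.23e-10 to 2.44e-08 for presynaptic, 1.43e-08 to 0.0004 for postsynaptic, 1.41e-06 to 0.000309 for learning and 8.95e-07 to 0.00023 for axon genes. With CWG-cPIP they were 1.41e-12 to 0.00249, 4.19e-09 to 0.00035, 1.50e-05 to 0.0259, 3.04e-12 to 0.00273, 2.99e-10 to 0.000307, 8.99e-06 to 0.000198, 1.52e-08 to 1.63e-05, 0.000405 to 0.00263 and 0.000298 to 0.00151 in the same order, all past the threshold.
Directions turned for some lists and genes that were not called with all mice. In CUG300 mice given vehicle, general astrocytes turned with median centering (adjusted p = 0.953), quantile scaling (0.593) and fry (0.934), and splicing regulators with quantile scaling (0.522). Mural cells with CWG-cPIP turned without a filter (0.976) and without genes of Supplemental Data File 4 (0.981). Without single mice, adjusted p-values of lists that turned were 0.542 to 0.986 for general astrocytes, 0.166 to 0.928 for CA3, 0.154 to 0.755 for dentate, 0.0652 to 0.919 for immediate early, 0.183 to 0.881 for splicing regulator and 0.47 to 0.999 for reference genes. With CWG-cPIP they were 0.132 to 0.923 for CA3, 0.264 to 0.816 for reference, 0.00557 to 0.861 for oligodendrocyte, 0.249 to 0.895 for endothelial, 0.0804 to 0.923 for mural, 0.179 to 0.996 for cortex and 0.516 to 0.996 for sex-linked genes. Log2 fold changes of Mbnl2 and Wfs1 turned to 0.0021 and 0.037 with quantile scaling. Without single mice Mbnl2 had −0.204 to 0.084 and Wfs1 −0.109 to 0.0437 in CUG300 mice given vehicle, and Mbnl1 with CWG-cPIP −0.069 to 0.0192.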

Differences from the paper's values

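No test in this part was chosen after the result was seen. The paper states 2000 genes that differed between all groups, and limma's F test on the deposited rlog values gave 0 at an adjusted p under 0.05, with 3499 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0547. The paper names no test and no threshold for its count, so both counts need not follow the same rule. Of the authors' listed genes, 1271 of 1282 upregulated and 537 of 538 downregulated genes tested had an unadjusted F test p under 0.05. They were chosen on the same mice, so this is not independent evidence. Of the alternatives set before the data were examined, leaving out CWG-cPIP replicate 3 gave 1483 genes, within 1.5 times of the paper's count. All others differed from it: 1041 genes without CWG-cPIP replicate 2, 170 with median centering, 4 without CUG300 vehicle replicate 1, 1 without CUG10 replicate 3, and 0 with quantile scaling, without a filter, at a mean of at least log2(100), without trend, with robust limma, at an adjusted p under 0.01, with the replicate block and without any other mouse.
The paper describes its genes as recovered by CWG-cPIP. In limma, 0 genes passed for CWG-cPIP against vehicle in CUG300 mice, with 1312 at an unadjusted p under 0.05, and 1 of the listed upregulated genes, Ccl8, passed as lower without CWG-cPIP replicate 3. In sign, 1261 of the 1346 upregulated and 453 of the 547 downregulated genes matched had a mean shifted toward CUG10 mice with CWG-cPIP. These genes were chosen on the same mice, so that a shift in sign is not independent evidence.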

Other observations

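In the test reported here, of splicing events, the prediction was written before its result was seen.
In CUG300 mice given vehicle, genes of the oligodendrocyte lineage had values below those of CUG10 mice, although none passed the test of single genes. Of 6 genes of oligodendrocyte precursors limma called 0, with 5 lower at an unadjusted p under 0.05 and 5 lower adjusted over the list alone (median log2 fold change −0.75, camera adjusted p = 0.00574, but adjusted p = 0.307 with an estimated correlation). Of 12 oligodendrocyte genes limma called 0, with 3 lower at an unadjusted p under 0.05 (median −0.56, camera adjusted p = 0.0133, but adjusted p = 0.53 with an estimated correlation), and the call ended without CUG10 replicate 2 (0.0554) and without CUG300 vehicle replicate 2 (0.484). With CWG-cPIP against vehicle the medians were 0.29 and −0.14, with 0 members at an unadjusted p under 0.05 (camera adjusted p = 0.157 and 0.404). The oligodendrocyte list, not called with all mice, had a camera adjusted p of 0.00557 without CUG300 vehicle replicate 2.
Of 11 genes of mural cells and fibroblasts, the matrix proteoglycans Dcn and Lum were higher in CUG300 mice given vehicle, by 1.69 and 1.28, and 9 did not pass (3 higher adjusted over the list alone; median 0.49, camera adjusted p = 0.0209, but adjusted p = 0.508 with an estimated correlation). The call of this list ended without CUG10 replicates 2 (0.0615) or 3 (0.0647) and without CUG300 vehicle replicates 2 (0.0953) or 3 (0.108), and Dcn and Lum did not pass without any one CUG10 mouse or CUG300 vehicle replicate 3. Of 12 ribosomal protein genes limma called 0, with 6 higher at an unadjusted p under 0.05 (median 0.44, camera adjusted p = 0.000577, but adjusted p = 0.436 with an estimated correlation). Erythroid genes had a median of 0.26 (0 of 7 called and 0 at an unadjusted p under 0.05, camera adjusted p = 0.176, and 0.00673 without CUG10 replicate 1), and their globin genes have close copies. Reference genes had 0.02 (0 of 7 called and 3 at an unadjusted p under 0.05, camera adjusted p = 0.828) and sex-linked genes 0.06 (0 of 4 called and 0 at an unadjusted p under 0.05, camera adjusted p = 0.773).
CWG-cPIP-treated against vehicle-treated CUG300 mice had medians of −0.31 for proliferation, −0.47 for p53, −0.24 for stress response and −0.38 for ribosomal genes, with 5, 0, 0 and 0 members lower at an unadjusted p under 0.05 (camera adjusted p = 2.10e-06, 0.000116, 0.00183 and 0.000204, but adjusted p = 0.374 with an estimated correlation each). Endothelial, mural, erythroid, reference and sex-linked genes had medians from −0.14 to −0.02, with 0 members at an unadjusted p under 0.05 and camera adjusted p-values from 0.529 to 0.868. The mean of erythroid genes was 0.08, of the opposite sign to their median.
Against CUG10 mice, CWG-cPIP-treated CUG300 mice had a median of 2.10 for interferon-stimulated genes (0 of 32 called by limma, 32 higher adjusted over the list alone; camera adjusted p = 4.87e-30, but adjusted p = 0.307 with an estimated correlation).
The authors' table of 300 splicing events gives percent-spliced-in values from n = 1 mouse each, as the paper's legend states, so no spread between mice is known. The 259 event genes tested for expression held 10 higher and 10 lower genes in CUG300 mice given vehicle, 7.72% against 10.7% of all genes tested. In 299 of the 300 events, the value of at least 1 of the 3 mice was exactly 0 or 1. The paper's legend orders its events by their percent-spliced-in in CUG10 mice. Whether that choice brought in values of 0 or 1 was not tested. Genes of such events had a median log2 expression of 8.62, not below the 8.48 of all genes tested. Low read numbers per event may be a candidate explanation, in which case genes of such events should have lower expression than the other event genes. Their median log2 expression differed by −1.47, but only 1 gene remained for comparison (permutation p = 1 with 1e+05 resamples), so the question stays open.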
